# IL-27 Derived From Macrophages Facilitates IL-15 Production and T Cell Maintenance Following Allergic Hypersensitivity Responses

**DOI:** 10.3389/fimmu.2021.713304

**Published:** 2021-09-30

**Authors:** Jutamas Suwanpradid, Min Jin Lee, Peter Hoang, Jeffery Kwock, Lauren P. Floyd, Jeffrey S. Smith, Zhinan Yin, Amber R. Atwater, Sudarshan Rajagopal, Ross M. Kedl, David L. Corcoran, Jennifer Y. Zhang, Amanda S. MacLeod

**Keywords:** contact hypersensitivity, human allergic contact dermatitis, IL-27, IL-15, dermal leukocyte cluster, BCL2, CD172a, STAT1

## Abstract

Crosstalk between T cells, dendritic cells, and macrophages in temporal leukocyte clusters within barrier tissues provides a new concept for T cell activation in the skin. Activated T cells from these leukocyte clusters play critical roles in the efferent phase of allergic contact hypersensitivity (CHS). However, the cytokines driving maintenance and survival of pathogenic T cells during and following CHS remain mostly unknown. Upon epicutaneous allergen challenge, we here report that macrophages produce IL-27 which then induces IL-15 production from epidermal keratinocytes and dermal myeloid cells within leukocyte clusters. In agreement with the known role of IL-15 as a T cell survival factor and growth cytokine, this signaling axis enhances BCL2 and survival of skin T cells. Genetic depletion or pharmacological blockade of IL-27 in CHS mice leads to abrogated epidermal IL-15 production resulting in a decrease in BCL2 expression in T cells and a decline in dermal CD8^+^ T cells and T cell cluster numbers. These findings suggest that the IL-27 pathway is an important cytokine for regulating cutaneous T cell immunity.

## Introduction

Delayed-type IV hypersensitivity responses against epicutaneous contact allergens manifest clinically as allergic contact dermatitis (ACD) in humans and as allergic contact hypersensitivity (CHS) in mice. ACD is one of the most common skin inflammatory diseases in the United States and remains the primary cause of occupational skin disease (1–3). Cutaneous contact allergens (also referred to as haptens when they bind larger protein carriers to elicit allergy responses) are presented by dendritic cells (DCs) to naïve T cells, which then become allergen-specific T cells. These T cells are required for initiating a robust skin inflammatory response upon re-exposure of the skin to the same allergen. As the skin inflammation resolves, effector T cells (CD8^+^ T cells in particular) undergo apoptotic cell death or develop into memory T cells, including tissue-resident memory T cells (T_RM_) (4, 5). Concomitant with the frequency of antigen (Ag)/allergen exposure, T_RM_ cells of the skin persist and accumulate around the hair follicle epithelium to develop immunity against re-exposure to the same Ag (6–8). Such T_RM_ cells have been described to be also responsible for the severity of the skin inflammatory response during CHS (4). This knowledge is in agreement with the clinical observation that patients with ACD frequently suffer recurrence and worsening of skin contact dermatitis after being repetitively exposed to the same allergen over time.

IL-27 is a new member of the IL-12 family of heterodimeric cytokines and is comprised of the IL-27p28 and Epstein-Barr virus-induced gene 3 (EBI3) subunits (9). It is produced predominantly by myeloid cells and signals through a receptor comprised of WSX-1/TCCR (IL-27RA) and gp130 subunits, expressed by both innate and adaptive immune cells. IL-27 has been linked to a wide array of cellular and molecular immune responses and inflammatory diseases (10–26) and has been detected in acutely and chronically inflamed eczematous skin, including psoriasis and atopic dermatitis (21, 22, 24). IL-27 has been shown to regulate T cell differentiation (10–26), and it can stimulate keratinocytes to release Th1-attracting chemokines such as CXCL10, thereby maintaining inflammatory cell recruitment (24). Global deletion of *Il-27ra* or *Ebi3* in mice has been reported to result in various outcomes on inflammatory disorders (17, 23). Similarly, supplementation of IL-27 led to differential inflammatory responses *in vivo* and *in vitro* that can likely be attributed to tissue context-specific effects (17, 25, 27).

In addition to T cells, macrophages (MACs) and DCs are key immune cells in CHS and have been recently identified by us and others in the ACD-associated dermal leukocyte clusters (28, 29). These dermal leukocyte clusters, even though they resemble some morphological similarities to tertiary lymphoid structures (TLS), are currently not known to provide a niche for ectopic lymphoneogenesis, a hallmark of TLS (30). Instead, these transient dermal leukocytes often surround or are in close proximity to small blood or lymphatic venules and appear to correlate with severity of the skin inflammatory response and blister formation in human ACD patients.

Here, we report that IL-27 is produced by a CD172a^+^ MAC subset following epicutaneous allergen exposure in humans and mice. Using both Il-27p28fl/fl;LysMCre mice and pharmacological inhibition of IL-27, we demonstrate that inhibition of IL-27 abrogated epidermal IL-15 production, leading to a decrease in BCL2 expression and survival in skin T cells following CHS.

## Methods

### Human Subjects, Study Approval, and Skin Biopsy Samples

All studies involving human subjects were approved by the Institutional Review Board of Duke University Health System, and such protocols allowed the use of de-identified specimens for future research. Study participation inclusion was offered to patients undergoing patch testing in a specialty contact dermatitis clinic. Inclusion criteria were ≥18 years of age and completion of patch testing. Exclusion criteria were pregnancy, topical corticosteroids at patch site, oral corticosteroids, systemic immunosuppressants, phototherapy, known bleeding disorders, and allergy to lidocaine or epinephrine (31). Skin biopsies were obtained from male and female volunteers undergoing patch-testing and as part of the above-mentioned approved protocol. Patches containing test allergens were applied to study participants on day 1, removed on day 3, and read at 96 to 120 hours. If a study participant had a positive patch test, then a 4-millimeter punch biopsy at the test site (positive patch test) and a 4-millimeter punch biopsy at a negative site (control) were obtained from normal regions of skin nearby.

### Skin Explant T Cells Preparation and Culture

Human skin specimens were collected from healthy patients undergoing plastic surgery at Duke University Medical Center and used anonymously. All human samples for this study were obtained according to the protocols approved by the Institutional Review Board at Duke University. Samples of normal human skin obtained were cultured in 24-well plates. The human skin samples were incubated in skin explant media modified from Clark et al. (32) (DMEM; 10% FBS; 0.1 mM non- essential amino acids (Thermo Fisher Scientific, Waltham, MA); 1 mM sodium pyruvate; 2 mM L-Glutamine; 1% Pen/Strep (Thermo Fisher Scientific); IL-2 (5 unit/ml, PromoCell, Heidelberg, Germany); and IL-15 (7.5 ng/ml, Tonbo Biosciences, San Diego, CA). For other experiments, cells were then cultured in skin explant media without IL-2 and IL-15 for 24 hours before being collected. Cells that migrated into the culture media were harvested and utilized for further FACS sorting. FACS-sorted T cells were treated with recombinant 2 nM IL-15 or 3.1 nM IL-27 (BioLegend, San Diego, CA) or vehicle control for 24 hours and then collected for flow analysis.

### Human Keratinocytes

Normal human epidermal keratinocytes (NHEKs) were purchased from Thermo Fisher Scientific and maintained for up to 6 passages in T-75 flasks or used earlier. Cells were grown in serum-free EpiLife cell culture medium with EpiLife Defined Growth Supplement containing 0.06 mM Ca^2+^ (Gibco, Waltham, MA) or Keratinocyte serum-free-media (KSFM) with supplements provided by manufacturer (Gibco) and additional 0.06mM Ca^2+^. NHEKs were grown to approximately 75-80% confluence. For experiments, cells between passage 3-6 were plated at approximately 200,000 cells/well in 6-well plates and 75,000 cells/chamber in 2-chamber slides, respectively (LabTek, Bloomington, IN). For some experiments, IL-27 was used at a concentration of 100 ng/mL; IFN-α was used at a concentration of 50 U/mL (BioLegend). The cells were collected for quantitative RT-PCR or immunofluorescence at various time points.

### Hapten Stimulation of Human THP-1 Cells

Human monocytic THP-1 cells were purchased from ATCC and maintained for up to 15 passages in T-75 flasks. Cells were grown in DMEM (Corning Incorporated, Corning, NY) with 10% fetal bovine serum (FBS, Sigma-Aldrich, St. Louis, MO). For experiments, cells were plated at 750,000 cells/well in 6-well plates and treated with NiCl_2_ (100 µM, Sigma-Aldrich), 2,4-dinitrobenzene sulfonic acid sodium salt (DNBS) (0.05%, Sigma-Aldrich), or vehicle for multiple time points before harvest in TRIzol (Thermo Fisher Scientific). Cells were treated with monensin (Thermo Fisher Scientific) and brefeldin* *A (Sigma-Aldrich) for 3 hours prior to collection for cell immunofluorescence staining.

### Mice and Study Approval

All animal studies were approved by the Duke University Institutional Animal Care and Use Committee under protocols A175-14-07, A156-17-06, and A107-20-05. C57BL6/J (The Jackson Laboratory, Stock #000664, Bar Harbor, ME), Il-27p28fl/fl;LysMCre^+/^ *^-^*, Il-27p28^EGFP^ mice and their littermates or Il-27p28fl/fl mice were used for control. Il-27p28^EGFP^ mice were kindly generated (14) and provided by Dr. Ross M. Kedl. Il-27p28fl/fl mice (33) were kindly provided by Drs. Zhinan Yin (Biomedical Translational Research Institute, Jinan University) and Li Fan Lu (University of California San Diego). These mice were bred with LysMCre mice (The Jackson Laboratory, Stock #004781) to generate Il-27p28fl/fl;LysMCre^+/^ *^-^* in our laboratory. Mice were maintained under regulated conditions with food and water *ad libitum* in the pathogenic-free facility at Duke University.

### CHS Mouse Model

For the allergic CHS model, mice were sensitized *via* topical application of 0.5% (v/v) 1-Fluoro-2,4-dinitrobenzene (DNFB) (Sigma-Aldrich) in 4:1 acetone/olive oil on their shaved back (50 µL) and were challenged 4 or 5 days later with 0.2% DNFB or vehicle control (5 µL on the dorsal and 5 µL on the ventral side of the ear). Ear thickness was measured using an engineer’s micrometer (Mitutoyo, Kawasaki, Kanagawa, Japan). The mice received neutralizing IL-27 antibody (nIL-27p28AB) (R&D Systems, Minneapolis, MN), IL-15 complex (cpx), or their respective IgG control (Ctrl). To make approximately 1 µg of the IL-15 cpx, 1 µg of IL-15 (PeproTech, Rocky Hill, NJ) and 4.5 µg of IL-15 Rα (R&D Systems) were incubated for 30 minutes at 37°C (34). Each mouse received 1.2 µg of IL-15 of the cpx.

### Repetitive DNFB Mouse Model

Mice were sensitized *via* topical application of 0.1% (v/v) DNFB (Sigma-Aldrich) in 4:1 acetone/olive oil on their shaved back (50 µL), 5 µL on the dorsal, and 5 µL on the ventral side of the ear. Then, the mice were challenged for a total of 3 times to generate stable T cell clusters. A single dose (12 µg) of the nIL-27p28AB (R&D Systems), anti-CD122 (66 µg, BioXcell, Lebanon, NH), or goat IgG (12 µg, R&D Systems), rat IgG (66 µg, BioXcell) was injected intradermally (i.d.) on mice ears. The ears were collected for gene and flow analysis at various time points after the administration. The mouse back was injected with nIL-27p28AB or Goat IgG (6 µg, daily i.d.) for a total of 3 times, and the back skin was harvested after 6 hours for immunofluorescence analysis.

### Generation of Bone Marrow-Derived DCs (BMDC) and Bone Marrow-Derived MACs (BMDM)

Bone marrow cells were stimulated with GM-CSF (20 ng/ml, BioLegend) and IL-4 (50 ng/ml; Tonbo Biosciences) to induce bone marrow–derived DCs (BMDC). Bone marrow-derived MACs (BMDM) were generated *via* culture with M-CSF (20 ng/ml; Sigma-Aldrich). On day 5, cells were used for experiments or collected for gene analysis.

### Epidermal and Dermal Ear Sheet Separation

Murine ear tissues were separated and floated on Trypsin GNK (0.3% Trypsin, 0.1% glucose, 14.8 mM NaCl, 5.3 mM KCl; Sigma Aldrich) for 15 min at 37°C. The epidermis and dermis were separated and collected in TRIzol reagent.

### Small Interfering RNA (siRNA) Knockdown

siRNA constructs were obtained from OriGene (Rockville, MD) or Dharmacon (Lafayette, CO). GenMute™ siRNA Transfection Reagent kit was used for siRNA transfection (SignaGen Laboratories, Frederick, MD). Cells were plated 1 day prior to transfection and media was changed to serum-free media 2 hours prior to transfection. siRNA constructs were resuspended in 1X transfection buffer at a concentration of 0.02 nmol/µL. 1.7 µL of each construct was added to a 200 µL master mix that contained both 1X transfection buffer and transfection reagent at volumes indicated by the manufacturer. siRNA master mixes were allowed to incubate at room temperature for 15-30 minutes before being added dropwise to wells (100µL per well). 5 hours after siRNA master mixes were added, media was changed to serum-containing media, and cells were stimulated with the indicated cytokines as described above. Scramble siRNA was used as control (SR30004, OriGene).

### Quantitative RT-PCR

Total RNA was isolated from cells and tissue using TRIzol. RNA was reverse transcribed using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA), and the resulting cDNA was amplified using the Fast Start Universal SYBR Green Master Mix (Thermo Fisher Scientific) or qPCRBIO SyGreen Blue Mix Hi-ROX (PCR Biosystems, London, England). PCR was performed with primers as shown in **Supplementary Materials**. Fold induction of gene expression was normalized to the house keeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and calculated using the 2(−Δ−ΔCt) method (35).

### Immunofluorescence

Sections of frozen specimens (either human or mouse) and cells were incubated overnight at 4°C with primary ABs anti-human or anti-mouse. Mouse IgG1 isotype control (MOPC-21) (Tonbo Biosciences), Goat IgG isotype control (R&D Systems), Sheep IgG isotype control (R&D Systems), Rabbit isotype control (Southern Biotech, Birmingham, AL), anti-human CD14 (61D3, Tonbo Biosciences), anti-human iNOS (polyclonal, Thermo Fisher Scientific), anti-human CD8 (MCD8, Santa Cruz Biotechnology, Dallas, TX), and IL27R (polyclonal, R&D Systems), anti-human IL-27 (polyclonal, R&D Systems), anti-human CD86 (IT2.2, Biolegend), anti-human CD3 (SP7, Abcam, Cambridge, England), anti-human CD47 (polyclonal, R&D Systems), anti-human SIRP alpha (CD172a) (OTI7B3, Origene), anti-human IL-15 (polyclonal, R&D systems), anti-human BCL2 (clone 100, BioLegend), anti-mouse CD3 (17A2, Tonbo Biosciences), and anti-mouse CD8 (YTS 105.18, Novus Biologicals, Littleton, CO) followed by reaction with Cy3, Alexa Fluor 555, Alexa Fluor 647, Alexa Fluor 488, or FITC-conjugated secondary antibodies (Thermo Fisher Scientific). Nuclei were counterstained with Hoechst 33342 (Thermo Fisher Scientific), washed in PBS, and mounted with Anti-fade mounting media (Thermo Fisher Scientific).

### Flow Cytometry and FACS

Antibodies and appropriate IgG controls were conjugated to FITC, Alexa Fluor 488, PE, PeCy5, PerCPCy5.5, PeCy7, AmCyan, Brilliant Violet 421, Pacific Blue, eFluor 450, allophycocyanin, Vio770, Brilliant Violet 510, Brilliant Violet 650, Brilliant Violet 711, Alexa Fluor 594, Alexa Fluor 647, Alexa Fluor 700, PE Texas red, BUV 737, BUV 395, Brilliant Violet 786, Brilliant Violet 510, eFluor 780, and allophycocyanin-Cy7. Antibodies used in the study include anti-human CD3 (UCHT1, Tonbo Biosciences), anti-human BCL2 (100, BioLegend), anti-human BCL-XL (H-5, Santa Cruz Biotechnology), anti-human CD45RO (UCHL1, BioLegend), anti-human/mouse CD11b (M1/70, Tonbo Biosciences), anti-mouse XCR1 (ZET, BioLegend), anti-mouse Ly6C (HK1.4, BioLegend), anti-mouse CD3 (17A2, BioLegend), anti-mouse CD3e (145-2C11, Tonbo Biosciences), anti-mouse NK1.1 (CD161) (PK136, Tonbo Biosciences), anti-human/mouse B220 (CD45R) (RA3-6B2, Tonbo Biosciences), anti-mouse CD64 (X54-5/7.1, BioLegend), anti-mouse Ly6G (RB6-8C5, BioLegend), anti-mouse Ly6G (1A8, BioLegend), anti-mouse CD90.2 (Thy-1.2) (53-2.1, BioLegend), anti-human/mouse CD44 (IM7, BioLegend), anti-mouse CD24 (M1/69, BioLegend), anti-mouse CD45 (30-F11, BioLegend), anti-mouse CCR2 (475301, R&D Systems), anti-mouse CD172a (P84, BD Biosciences), anti-GFP (polyclonal, Thermo Fisher Scientific), anti-mouse CD8a (53-6.7, Tonbo Biosciences), and anti-mouse BCL2 (BCL/10C4, BioLegend). Cells were captured with DiVa 5.0 software on a digital LSRII and Fortessa analyzed with FlowJo software (FlowJo LLC, Ashland, OR).

To produce mice skin cell suspensions, skin pieces were manually disrupted using scissors and were processed using Trypsin GNK (0.3% trypsin, 0.1% glucose, 14.8 mM NaCl, 5.3 mM KCl) (Sigma-Aldrich), 0.1% DNase (Sigma-Aldrich), Dispase II (1.33 mg/mL, Worthington, Lakewood, NJ), Collagenase type II (2 mg/mL, Thermo Fisher Scientific) at a 6:1:1:2 ratio for 45 minutes at 37°C with intermittent vigorous shaking for single-cell isolation.

For sorting mouse neutrophils, mouse bone marrow was purified by FACS sorting for CD45^+^Gr-1^+^ cells. The purity of sorted cell populations was above 90%.

For human T cell studies, skin cells were purified by FACS sorting for CD45^+^CD3^+^ cells. The purity of sorted cell populations was above 90%.

### Analysis of Microarray Gene Expression Data

We obtained the raw microarray gene expression data produced by Pedersen et al. (36) from the Gene Expression Omnibus (accession number GSE6281) (37). The data were processed using the *affy* Bioconductor (38, 39) package from the R statistical programming environment. Robust Multiarray Average normalization was applied to the data to eliminate systematic differences across the dataset. The data was then filtered down to the 3 patients that had a positive reaction to the allergen and had data for both the 0 hr and 96 hours time points. A mixed-effect model with a moderated test statistic was run using the *limma* package (40). Probe sets were considered differentially expressed if they had a p-value ≤ 0.05 and at least a 50% increase or decrease in expression between the two time points.

### Venn Diagram

We identified the set of genes that had a p-value ≤ 0.05 and at least a 50% increase in expression in each of the three datasets. For the NHEK and THP1 datasets (accession number GSE143228) (27), the 50% increase in expression was in the stimulated versus unstimulated samples. For the ACD samples, the increase was in the 96 hours post-stimulation relative to the 0 hr sample.

### Software for Data Visualization and Analysis

The Pathway Commons website is an open-source database software representing physical interactions involving proteins, DNA, RNA, small molecules, and complexes (41). The data can be found in http://www.pathwaycommons.org/pcviz/#neighborhood/Il-27.

### Quantification and Statistical Analysis

For comparisons between multiple groups, the overall differences were analyzed by ANOVA with Bonferroni multiple comparison and least significance difference tests. For comparisons between two groups, two-tailed unpaired Student’s t*-*tests or paired Student’s t*-*tests (for same patients) were used. GraphPad Prism software (version 7, 8, and 9, San Diego, CA) was used for statistical analyses.

## Results

### Contact Allergen Exposure Upregulates IL-27 in Macrophages

First, we sought to characterize myeloid populations and identify the cell population that produces IL-27 using Il-27p28^EGFP^ mice in an allergic contact hypersensitivity (CHS) mouse model. As expected, using flow cytometry analysis, we first confirmed a significant increase in CD45^+^ hematopoietic cells infiltrating 1-Fluoro-2,4-dinitrobenzene (DNFB)-treated mouse ears at 2 and 7 days post-DNFB elicitation (**Figure 1A**). Using a more in-depth gating strategy adapted from Tamoutounour et al. (42), we analyzed DNFB-treated ears at 2 and 7 days post-DNFB elicitation and compared them to vehicle controls. A lineage (Lin) channel for CD161, CD45R, Ly6G, and CD3 was used to exclude natural killer (NK) cells, T cells, and granulocytes and allowed identification of distinct myeloid cell subsets based on CD24, CD11b, Ly6C, CCR2 and CD64 expression (**Figure 1B**). This analysis revealed a continuous expansion of macrophages (MAC) (CD45^+^Lin^-^CD11b^+^CD24^-/lo^CD64^hi^CCR2^-/lo^) at day 2 through day 7 post-DNFB. This expansion of MACs appeared inversely associated with a decrease in frequency of monocytes (CD45^+^Lin^-^CD11b^+^CD24^-/lo^) and CD11b^+^ dendritic cells (DCs) populations (CD45^+^Lin^-^CD11b^+^CD24^-/lo^CD64^-^Ly-6C^-^) (**Figure 1C**). On day 7 post-DNFB elicited ear skin, CD45^+^ hematopoietic cells up-regulated IL-27p28 (**Figures 1D, E**). Further analysis of the CD45^+^Lin^-^CD11b^+^ myeloid cell population revealed that the frequency of cells expressing IL-27p28 and myeloid inhibitory immune-receptor CD172a, also known as SIRPα, significantly increased (**Figure 1F**). These CD172a^+^ IL-27p28 co-expressing cells were comprised within the MAC subset (**Figure 1G**). No significant alteration of IL-27p28 expression was observed upon DNFB exposure in CD45^+^Lin^-^CD11b^-^ cells (comprised of CD11b^-^DCs abundantly expressing XCR1, not CD172a) (**Figure S1**).

**Figure 1:**
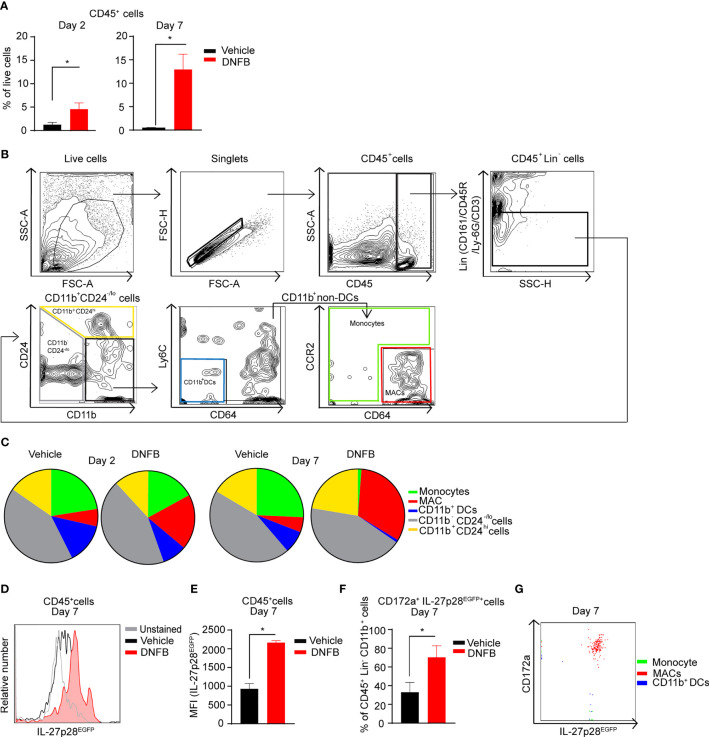
Exposure to allergen upregulates IL-27 in murine MACs during CHS. **(A)** Quantitative analysis of CD45^+^ hematopoietic cell frequency (in living cells) in DNFB-treated and vehicle-treated ear skin of the CHS mice (2 and 7 days post-DNFB elicitation). The data are represented as mean ± standard error of the mean (SEM) from at least 4 mice per group, *p < 0.05 (unpaired Student’s t test). **(B)** Gating strategies for skin myeloid cell population identification in the CHS mouse model. Single-cell suspensions of mouse ear skin treated were prepared. After excluding dead cells, as well as Lin^+^; including T cells, NK cells, B cells, and granulocytes, the remaining CD45^+^ cells were analyzed for expression of CD24 and CD11b. CD11b^+^CD24^-/lo^ cells were further analyzed for Ly-6C, CD64, and CCR2 expression. The CD11b^+^non-DCs fraction was separated into monocyte and macrophages (MACs) populations, respectively. **(C)** Pie charts summarizing immune cell distribution (gated on CD45^+^Lin^-^ cells) from mouse ear skin at 2 and 7 days post-DNFB elicitation. The data represent the mean of at least 4 mice per treatment group. **(D)** Histogram from representative flow cytometry analysis for IL-27p28 of vehicle-treated and DNFB-treated ears gated on CD45^+^ cells. Data shown are representative of at least 4 mice per group. **(E)** Data presented shows median fluorescence intensity (MFI) of IL-27p28 in the CD45^+^ population from ll-27p28^EGFP^ mice at 7 days post DNFB-elicitation versus vehicle controls from at least 4 mice per group and are depicted as mean ± SEM, *p < 0.05 (unpaired Student’s t test). **(F)** Quantitative analysis of CD172a^+^IL-27p28^EGFP+^ cell frequency of CD45^+^Lin^-^ CD11b^+^ cells in DNFB-treated and vehicle-treated ear skin. At least 4 mice per group and summarized as mean ± SEM, *p < 0.05 (unpaired Student’s t test). **(G)** Representative flow cytometric overlay dot plots of gated monocytes, MACs, and CD11b^+^ DCs at 7 days post-DNFB elicitation on mouse ear skin demonstrating CD172a and IL-27p28 expression from at least 4 mice per group.

We next screened previously published microarray data from skin samples of human sensitized allergic contact dermatitis (ACD) patients undergoing patch-testing (**Figure 2A**) (36). Clinically positive patch-test results at 48 and 96 hours post-elicitation showed induction of *IL27Ra, EBI3*, and *IL27p28 (IL-27)* (**Figure 2A**). Furthermore, a significant increase in IL-27^+^ cells was found within patch-test positive ACD skin lesions (**Figures 2B, C**). These cells were co-localized with CD14^+^CD86^+^ cells, likely representing monocyte-derived MACs or DCs, at 96 to 120 hours following patch test application relative to the donor-matched patch-test negative control (**Figures 2B, C**). IL-27^+^ cells were localized within the dermal leukocyte cell clusters (**Figure 2B**) and IL-27RA expression was found in both the epidermal and dermal compartments of patient samples (**Figure S2**). To determine whether allergens can directly induce IL-27 production in MAC, we next treated the human monocytic cell line, THP-1, with two common relevant haptens, NiCl_2_ and 2,4-dinitrobenzene sulfonic acid sodium salt (DNBS). Notably, these stimulations resulted in the upregulation of IL27p28 gene and protein expression (**Figures 2D, E**). Together, these results suggested that epicutaneous contact allergens lead to increase in IL-27 production in human and murine MACs.

**Figure 2:**
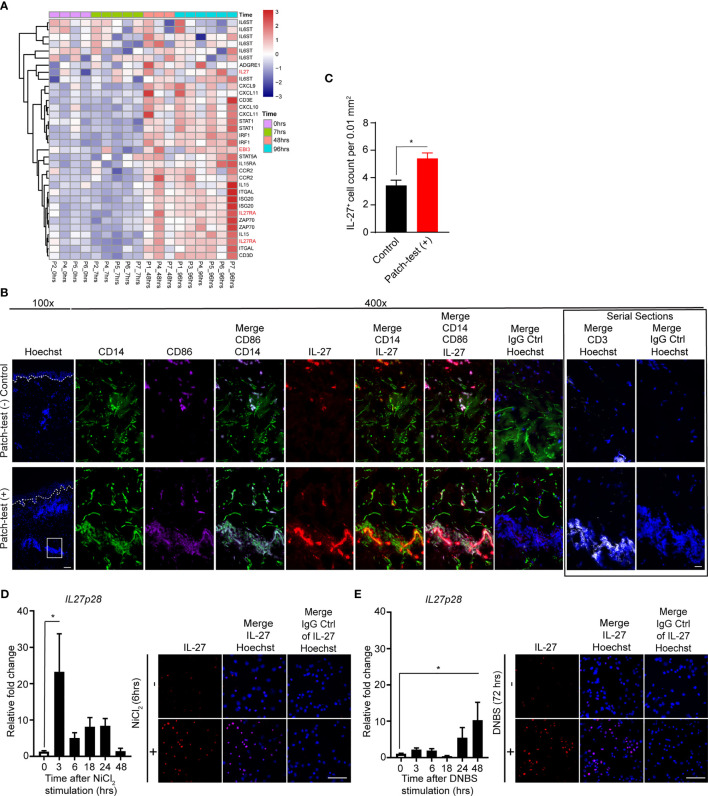
Myeloid cells produce IL-27 upon allergen exposure. **(A)** Heat map showing gene expression patterns of patch-tested skin from allergic contact dermatitis patients (GSE number: 6281). Samples for gene expression analysis were collected from positive patch-test reactions to nickel at 7, 48, and 96 hours post-elicitation as well as the 0h control. Samples and genes are clustered using correlation distance with complete linkage. **(B)** Representative immunofluorescence staining of IL-27 (red), CD14 (green), CD86 (purple), CD3 (white) and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. Data are representative of 3 patient samples per stained condition. Original magnification x100 (left) and original magnification x400 (right) with scale bars 100 µm, and 20 µm, respectively. White dashed lines mark the epidermal-dermal junction. **(C)** Analysis depicting total numbers of dermal IL-27^+^ cells in donor-matched patch-test negative control and patch-test (+) ACD samples. Data are expressed as mean ± SEM from at least three separate microscopic fields from 3 patients, *p < 0.05 (unpaired Student’s t test). **(D, E)** Quantitative PCR and representative immunofluorescence staining of IL-27 of THP-1 cells treated with **(D)** nickel chloride (NiCl2, 100µM) and **(E)** dinitrobenzene sulfonic acid (DNBS, 0.05%) at various time points. Data are summarized as mean ± SEM from at least 3 biological replicates, *p < 0.05 (ANOVA test with Bonferroni correction).

Dermal leukocyte clusters play an essential role in modulating CHS responses and are recognized as the hallmark of ACD disease (28, 29, 43). Concurrent with our murine CHS data (**Figure 1**), CD14 and CD172a positive cells were found adjacent to T cells in patch-test positive patient samples (**Figures 3A–C**). Skin T cells in these patient samples were comprised of CD47^+^ and CD47^-^ cells. CD47 is a membrane protein that interacts with CD172a and elicits “do not eat me” signals to phagocytic cells (44–46).

**Figure 3:**
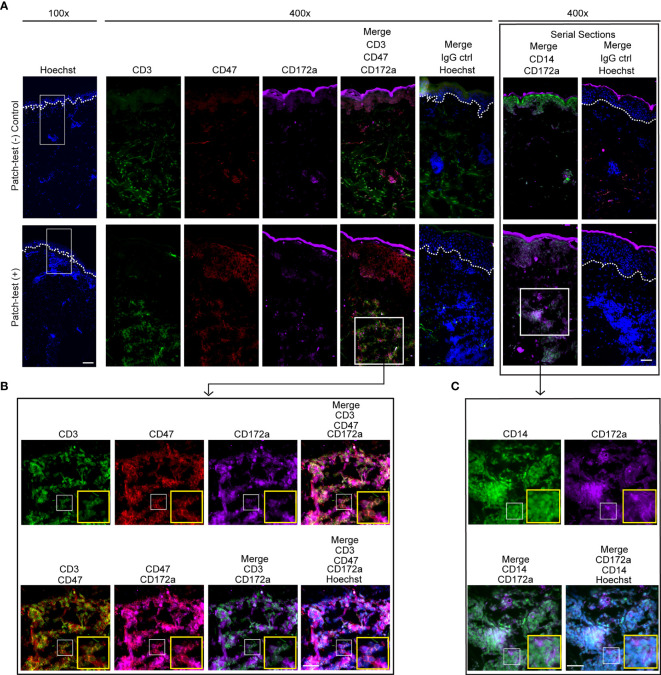
CD3, CD47, and CD172a expression in human ACD clusters. **(A–C)** Immunofluorescence staining of CD3 (green), CD47 (red), CD172a (purple), CD14 [green, a serial slide section with the staining of CD172a (purple)], and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. White dashed lines mark the epidermal-dermal junction. Data are representative of 3 patient samples per tested condition. **(A)** Scale bars are 200 µm (left) and 100 µm (right). **(B, C)** Scale bars are 20 µm.

### Myeloid Cell-Derived IL-27p28 Is Essential to the CHS Response

To better delineate the role of IL-27 in myeloid cells, we next investigated the functional consequences of *Il-27p28* deletion in myeloid cells using Il-27p28fl/fl;LysMCre mice. Successful depletion of *Il-27p28* in the LysMCre strain was verified and is shown in **Figure S3**.

A recent study demonstrated that the magnitude of the CHS reaction, as measured by the increase in ear thickness, is strongly correlated with the number of DNFB exposures and the frequency of CD8^+^ skin T cells (4). Because dermal leukocyte clusters and CD8^+^ T cell infiltration into the skin are of transient nature in mice undergoing CHS, we adapted the ‘classical’ CHS mouse model through repeated applications of DNFB, which led to good identification and visualization of dermal and epidermal T cells, including CD8^+^ T cells. We found a consistently significant difference in the ear thickness between Il-27p28fl/fl;LysMCre and control mice (**Figure 4A**), indicating that IL-27 produced by LysM-expressing cells is indeed important for ear swelling in this CHS model. We next determined whether IL-27 from LysM^+^ cells was relevant to the skin T cell numbers (**Figures 4B, C**). Notably, Il-27p28fl/fl;LysMCre mice showed a significant reduction in total CD8^+^ T cells, but not CD3^+^CD8^-^ T cells (**Figures 4B, C**). These results indicate that IL-27 in myeloid cells is highly relevant for CD8^+^ T cell maintenance and the CHS response.

**Figure 4:**
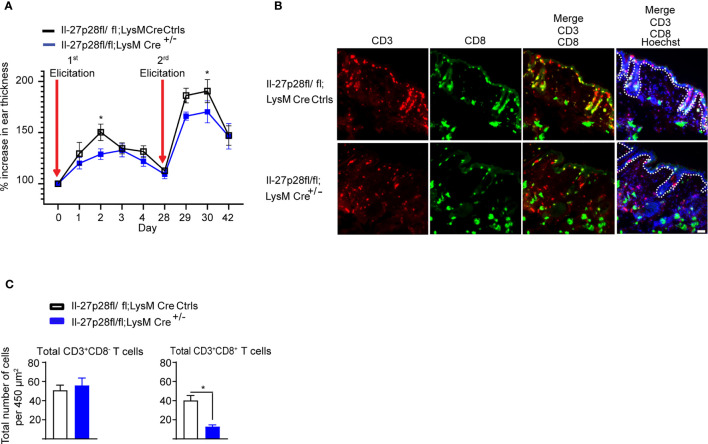
MAC-derived IL-27p28 mediates CHS inflammation and maintenance of dermal T cell numbers. **(A)** Il-27p28fl/fl;LysMCre^+/-^ and Il-27p28fl/fl;LysMCre^-/-^ control mice (Ctrls) were sensitized and elicited with DNFB 2 times. Ear swelling was measured daily and is depicted as mean ± SEM from at least 5 mice per group, *p < 0.05 (ANOVA test followed by least-significant differences multi-comparison (LSD) test). **(B)** Representative immunofluorescence staining showing CD3 (red), CD8 (green), and Hoechst (blue) in DNFB-treated back skin from Il-27p28fl/fl;LysMCre^+/-^ and Il-27p28fl/fl;LysMCre control mice (Ctrls). Data are representative of 3 mice per group. Original magnification x200 with scale bars 50 µm. White dashed lines mark the epidermal-dermal junction. **(C)** Analysis of total numbers of CD3^+^CD8^-^ and CD3^+^CD8^+^ T cells of mouse back skin. Data depicted as mean ± SEM from 3 mice per group using at least 3 microscopic views (area = 450 µm^2^), unpaired Student’s t test, *p < 0.05.

### IL-27 Regulates IL-15 Expression in CHS in a STAT1-Dependent but IFNAR1-Independent Manner

First, we identified through biocomputational analyses differentially expressed genes (DEGs) from 3 microarrays: 1) DEGs between vehicle and IL-27-treated THP-1 cells (GSE143228) 2) DEGs from normal human epidermal keratinocytes (NHEK) treated with vehicle or IL-27 (GSE143228), and 3) DEGs from patch-test positive ACD patient samples compared to the skin at 0 hr (GSE6281; also shown in **Figure 2A**) (**Figure 5A**). 

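NHEK, primary keratinocytes of the epidermis grown in culture, and THP-1 cells, a human monocytic leukemia line, were each measured with vehicle and with rhIL-27 on Affymetrix U133 Plus 2.0 arrays, with 3 arrays in each of the 4 groups and 12 arrays in all. The dose was 100 ng/ml. The sample labels add that IL-27 was given for 18 h, and that the THP-1 cells had been treated with PMA, a phorbol ester that gives this line features of macrophages. Total RNA was extracted with Trizol, amplified and labelled with biotin, and each sample was hybridized to an array of its own. The deposited values are log2 signals, 1 for each probe set and array. The authors had already normalized them by a method not given in the sources used here, and the medians of the 12 arrays lay between 5.51 and 5.55. The skin samples of patients with ACD are not analysed here. From the log2 values, the moderated test of limma compared IL-27 with vehicle within each cell type over 54613 probe sets, 62 control probe sets having been left out. Adjusted p-values are those of Benjamini-Hochberg over all of these probe sets, with a threshold of 0.05. A further limma fit over all 12 arrays tested whether the response to IL-27 differed between NHEK and THP-1 cells. Only the 41091 probe sets annotated to 1 gene symbol were given to a gene, 1801 with several symbols and 11721 with none were not, and 19775 genes had a probe set of their own. Where a gene had more than 1, the probe set with the highest mean over all arrays stands for it. Lists of genes were tested with camera, which asks whether a list moved more than the other genes measured, at a preset correlation between genes of 0.01. The 27 lists, the rule for the genes named and the design of the fits were fixed before the data were examined. Changes are log2 fold changes of IL-27 against vehicle with their standard error (SE), and levels are mean ± SD of the log2 signal. The labels number the replicates of each group but do not say that they were separate cultures, so that p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.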

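In NHEK, IL-27 raised guanylate-binding and interferon-gamma-type genes and genes of MHC class I and class II antigen presentation. By the brightest probe set of each gene, the 10 largest rises lay between 3.71 and 7.66 on the log2 scale, and the 10 largest falls between -1.34 and -1.11. CXCL9, a chemokine that attracts T cells through CXCR3, rose from 5.74 ± 0.149 to 13.40 ± 0.00850 (n = 3 each, SE of the change 0.0871, adjusted p = 1.49e-08 from limma). CXCL10, which binds the same receptor, rose by 4.70 (SE 0.132, adjusted p = 1.03e-06). Its mean of 14.24 with IL-27 lay near the highest signals of these 3 arrays, 14.46 to 14.50. GBP2, an interferon-inducible guanylate-binding protein, rose by 5.18 (SE 0.149, adjusted p = 1.03e-06), and WARS1, the tryptophanyl-tRNA synthetase of the cytosol, by 3.95 (SE 0.0678, adjusted p = 1.03e-07). IL18BP, which binds and blocks IL-18, rose by 4.63 (SE 0.151, adjusted p = 1.87e-06) on its brightest probe set, while its 2 other probe sets gave 0.06 and 0.58 and did not pass. Of 22 guanylate-binding proteins and interferon-gamma-type genes measured, 19 rose, none fell and 3 did not pass the test (20 higher when adjusted over the list alone), with a median change of 2.69 (camera, adjusted p = 5e-45). Among 20 genes of MHC class I antigen processing and presentation, 17 rose, none fell and 3 did not pass the test (17 higher when adjusted over the list alone; camera, adjusted p = 9.6e-34). They include PSMB9 and PSMB10, catalytic subunits of the immunoproteasome, which rose by 3.47 (adjusted p = 1.04e-06) and 2.44 (adjusted p = 1.44e-06), and NLRC5, a transactivator of MHC class I genes, which rose by 2.74 (adjusted p = 1.62e-06). MHC class II genes present peptides to CD4 T cells, and of 14 measured, 9 rose, none fell and 5 did not pass the test (12 higher when adjusted over the list alone; camera, adjusted p = 4.2e-17). HLA-DPA1 rose by 4.33, HLA-DRA by 4.00 and HLA-DMA by 3.71, near-identical HLA genes being able to share probes, with adjusted p-values of 3.83e-07, 7.23e-06 and 1.94e-06. The other probe sets of HLA-DPA1 gave 1.69 and 2.91, which passed. These 3 list calls hold with an estimated correlation, at adjusted p = 0.0026, 0.0042 and 0.013. Of 44 antiviral interferon-stimulated genes, 39 rose, none fell and 5 did not pass the test (41 higher and 1 lower when adjusted over the list alone), with a median of 1.04 and an adjusted p of 9.3e-52 from camera (adjusted p = 0.059 with an estimated correlation). ISG20, an RNA exonuclease, rose by 3.19, SAMD9L by 2.73 and CMPK2 by 2.68 (adjusted p = 4.57e-06, 1.76e-05 and 5.74e-06). Over all probe sets, 1233 were higher and 699 lower with IL-27 at an adjusted p of 0.05 or less. The higher ones numbered 786 without vehicle replicate 2, 794 without IL-27 replicate 1 and 805 without IL-27 replicate 3, and the lower ones 460, 326 and 312 without vehicle replicates 1, 2 and 3 and 327, 397 and 365 without IL-27 replicates 1, 2 and 3. With an intensity trend 2228 were higher and 1764 lower, and by the methods' t-test 689 and 349. With an increase or decrease of at least 1.5-fold also required, 703 were higher and 235 lower.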

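Other genes of inflammation changed in part in NHEK, and few genes of the epidermis itself did. Of 30 chemokines, 8 rose, 2 fell and 20 did not pass the test (11 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 3.9e-05; adjusted p = 0.068 with an estimated correlation). CXCL6, which attracts neutrophils, fell by 0.92 (adjusted p = 0.00884), and CXCL14, a chemokine of the resting epidermis, fell by 0.84 (adjusted p = 0.0116), a call lost without vehicle replicate 3 (adjusted p = 0.0561), its other probe sets giving -0.91 and -0.80, which passed. Of 24 inflammatory and IL-12 family cytokines, 7 rose, none fell and 17 did not pass the test (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0013; adjusted p = 0.059 with an estimated correlation). CSF1, a growth factor of macrophages, rose by 1.03 (adjusted p = 7.27e-05) on its brightest probe set, while its others gave -0.041, 0.012 and 0.28, which did not pass. Of 15 NF-kappaB feedback and target genes, 5 rose, 1 fell and 9 did not pass the test (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 1.9e-06; adjusted p = 0.055 with an estimated correlation). ICAM1, the adhesion molecule that holds leukocytes to keratinocytes, rose by 2.66 (adjusted p = 0.000104), and SOD2, the mitochondrial superoxide dismutase, by 1.13 (adjusted p = 3.54e-05). BCL2A1, which hinders cell death, rose by 1.35 (adjusted p = 0.0103), a call lost by the methods' t-test (0.149) and with low values raised to a floor (0.064). Other probe sets of ICAM1 gave 0.48 and 3.51, which passed. IER3 was the member that fell, by 0.40 (adjusted p = 0.02), and its call was lost without any 1 array other than IL-27 replicate 3 (adjusted p from 0.0617 to 0.0884). Among 23 pattern recognition receptors and nucleic acid sensors, 9 rose, none fell and 14 did not pass the test (11 higher when adjusted over the list alone; camera, adjusted p = 2.6e-07; adjusted p = 0.028 with an estimated correlation), led by the DNA sensor AIM2, which rose by 3.64 (adjusted p = 5.56e-07), and the RNA sensors TLR3, at 1.47 (adjusted p = 0.000314), and IFIH1, at 1.34 (adjusted p = 0.000116). Other probe sets of TLR3 gave 0.44 and 1.55, which passed, and those of IFIH1 0.64 and 0.74, which passed. Of 8 interferon regulatory factors, 2 rose, none fell and 6 did not pass the test (3 higher when adjusted over the list alone; camera, adjusted p = 0.00025; adjusted p = 0.059 with an estimated correlation). The members that rose were IRF1 and IRF2, the latter by 0.83 (adjusted p = 0.000501). None of 18 type I, II and III interferon genes passed limma in NHEK, whether adjusted over all probe sets, adjusted over the list alone, at an unadjusted p under 0.05 or by the methods' t-test (camera, adjusted p = 0.87). Of 27 genes of keratinocyte differentiation and the cornified envelope, TGM1, a transglutaminase that crosslinks the envelope, rose by 0.54 (adjusted p = 0.03) and 26 did not pass (2 higher when adjusted over the list alone). The call of TGM1 was lost without any 1 array other than IL-27 replicate 2 (adjusted p from 0.0628 to 0.0964), and the list, at adjusted p = 0.098 from camera, passed without vehicle replicate 2 (0.0031) and vehicle replicate 3 (0.017). Of 11 basal keratinocyte and hemidesmosome genes, the basal keratin KRT15 fell by 0.90 (adjusted p = 0.0041) and 10 did not pass (1 lower when adjusted over the list alone; camera, adjusted p = 0.64). Among 13 stress keratins and epidermal antimicrobial proteins, S100A12 rose by 0.49 (adjusted p = 0.0105), a call lost without vehicle replicate 2 (adjusted p = 0.0553), and 12 did not pass (1 higher when adjusted over the list alone; camera, adjusted p = 0.00063; adjusted p = 0.28 with an estimated correlation). By the methods' t-test the calls lost were those of CXCL6, CXCL14, TGM1, KRT15 and S100A12 (adjusted p = 0.124, 0.136, 0.162, 0.0838 and 0.0555). With low values raised to a floor those of CXCL6, CXCL14 and TGM1 (adjusted p = 0.0748, 0.0837 and 0.105) were lost, and with all 12 arrays in 1 fit that of S100A12 (adjusted p = 0.159). The floor left the changes of CXCL6, CXCL14 and TGM1 as they were, so that its losses do not place these genes near the background.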

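The largest falls in NHEK were in genes of varied function. NEFM and NEFL, subunits of neurofilaments, fell by 1.34 and 1.15 (adjusted p = 3.97e-05 and 7.53e-05), the long noncoding RNA DANCR by 1.31 (adjusted p = 3.16e-05), and the cystine transporter SLC7A11 by 1.11 (adjusted p = 0.000744), 2 other probe sets of which gave -1.16, which passed, and -0.24, which did not pass. NOG, which encodes noggin, an antagonist of bone morphogenetic proteins, fell by 1.11 (adjusted p = 0.0043). Another probe set of NEFM gave 0.095, which did not pass. SCN4B, CA10, SERTAD4 and PLA2G7 fell by 1.17, 1.13, 1.11 and 1.11 (adjusted p = 0.00246, 0.00044, 0.00318 and 0.00315 from limma with Benjamini-Hochberg). The other probe set of CA10 gave -2.50, which passed, and those of SERTAD4 -0.55, which passed, and -0.70 and -0.27, which did not pass. SULT1E1, an estrogen sulfotransferase, fell by 1.17 (adjusted p = 0.0377), a call lost without any 1 array other than vehicle replicate 1 (adjusted p from 0.0728 to 0.13), and its other probe set gave -0.90, which passed. Of 26 genes of cell cycle and DNA replication, CCNB2 fell by 0.44 (adjusted p = 0.0343) and TOP2A by 0.36 (adjusted p = 0.0342), and 24 did not pass (2 lower when adjusted over the list alone). Both calls were lost without any 1 of the 6 arrays (adjusted p from 0.0625 to 0.104 and from 0.0595 to 0.134), and other probe sets gave -0.048 and -0.036 for CCNB2 and -0.30 and -0.050 for TOP2A, none passing. The list's median was -0.11 (camera, adjusted p = 0.0054; adjusted p = 0.43 with an estimated correlation), and its call was lost without vehicle replicate 1 (median -0.06, adjusted p = 0.11). Markers of other skin cells did not move together, since of 15 markers of melanocytes, fibroblasts and endothelium, PDGFRA rose by 1.10 (adjusted p = 0.00833), MITF fell by 0.57 (adjusted p = 0.0222) and 13 did not pass (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.82). Other probe sets of PDGFRA gave 1.10, which passed, and -0.19 and -0.032, which did not pass, and those of MITF -0.49 and -0.040, which did not pass. The call of MITF was lost without vehicle replicates 1 and 3 and IL-27 replicates 1 and 2 (adjusted p from 0.0691 to 0.092). No monocyte or macrophage marker of 20 passed limma, nor did any when adjusted over the list alone, 2 having an unadjusted p under 0.05 and none passing by the methods' t-test (camera, adjusted p = 0.74). Of 18 lysosomal proteases and genes of lipid handling, CTSS, the cathepsin that trims the MHC class II invariant chain, rose by 2.47 (adjusted p = 2.98e-05) and 17 did not pass (4 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.53). The housekeeping gene B2M, the light chain of MHC class I, rose by 0.35 (adjusted p = 0.0237), a call lost without any 1 of the 6 arrays (adjusted p from 0.0584 to 0.101), and its other probe sets gave 0.45 and 1.85, which passed. The other 10 housekeeping genes did not pass (1 higher when adjusted over the list alone; camera, adjusted p = 0.098), GAPDH among them at -0.06 (adjusted p = 0.738). By the methods' t-test the calls lost were those of NOG, SCN4B, SERTAD4, PLA2G7, SULT1E1, CCNB2, TOP2A, PDGFRA and MITF (adjusted p = 0.098, 0.0781, 0.0854, 0.0845, 0.242, 0.137, 0.0657, 0.13 and 0.142). With the floor those of NOG, SULT1E1, CCNB2, PDGFRA and MITF (adjusted p = 0.0556, 0.174, 0.0841, 0.079 and 0.0881) were lost. Their changes were the same with the floor, so that these losses do not place the genes near the background. As the mean of their probe sets, those of CCNB2 and TOP2A (adjusted p = 0.148 and 0.158) were lost, and with each array centred on its median that of TOP2A (adjusted p = 0.0509).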

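In THP-1 cells, IL-27 raised guanylate-binding and interferon-gamma-type genes, antiviral interferon-stimulated genes and MHC genes of both classes. CXCL10 rose from 4.62 ± 0.235 to 13.23 ± 0.0573 (n = 3 each, SE of the change 0.117, adjusted p = 1.24e-07 from limma with Benjamini-Hochberg), and CCL8, a chemokine that attracts monocytes and T cells, by 6.65 (SE 0.0704, adjusted p = 4.41e-08). HLA-DRA and HLA-DPA1, chains of MHC class II molecules, rose by 7.83 (SE 0.0831, adjusted p = 4.41e-08) and 6.99 (SE 0.0649, adjusted p = 4.41e-08). ANKRD22 rose by 6.32 (adjusted p = 2.47e-06), CXCL9 by 6.26 (adjusted p = 1.08e-07), the guanylate-binding proteins GBP5 and GBP2 by 6.03 (adjusted p = 3.89e-07) and 5.77 (adjusted p = 4.79e-07), and the antiviral gene TRIM22 by 5.55 (adjusted p = 8.97e-06). Of 22 guanylate-binding proteins and interferon-gamma-type genes, 21 rose, none fell and 1 did not pass the test (22 higher when adjusted over the list alone), with a median of 2.69 (camera, adjusted p = 6.6e-35; adjusted p = 0.0067 with an estimated correlation). Of 44 antiviral interferon-stimulated genes, 41 rose, none fell and 3 did not pass the test (42 higher when adjusted over the list alone; camera, adjusted p = 4.8e-45; adjusted p = 0.0067 with an estimated correlation). IFITM1, which hinders the entry of viruses into cells, rose by 4.75 (adjusted p = 3.61e-06) and IFI44L by 4.57 (adjusted p = 3.57e-05). Among 14 MHC class II genes, 11 rose, none fell and 3 did not pass the test (12 higher when adjusted over the list alone), with a median of 3.26 (camera, adjusted p = 1.5e-20; adjusted p = 0.034 with an estimated correlation). In the MHC class I list, 16 rose, none fell and 4 did not pass the test (17 higher when adjusted over the list alone), with a median of 0.68 (camera, adjusted p = 8.1e-18; adjusted p = 0.024 with an estimated correlation). TAP1, a subunit of the peptide transporter, rose by 2.29 (adjusted p = 1.04e-06) and PSMB9 by 1.82 (adjusted p = 3.28e-06). Of 26 genes of cell cycle and DNA replication, none rose, 25 fell and 1 did not pass the test (1 higher and 25 lower when adjusted over the list alone), with a median of -0.74 (camera, adjusted p = 7.5e-21; adjusted p = 0.069 with an estimated correlation). BUB1B and BUB1, kinases of the spindle checkpoint, fell by 1.15 and 1.00 (adjusted p = 3.45e-05 and 0.000146), and TOP2A, topoisomerase II of dividing cells, fell by 1.09 (adjusted p = 0.000376). Other probe sets of BUB1 gave -0.34, which passed, and -0.21, -0.005 and 0.017, which did not pass, and those of TOP2A -1.06 and -0.37, which passed. Over all probe sets, 2232 were higher and 2982 lower with IL-27 at an adjusted p of 0.05 or less. The lower ones numbered 1889, 1882 and 1888 without vehicle replicates 1, 2 and 3 and 1817 and 1752 without IL-27 replicates 2 and 3. With the replicate number as a block, 1452 were higher and 1591 lower, and with an intensity trend 3280 and 4758. With an increase or decrease of at least 1.5-fold also required, 899 were higher and 809 lower, so that the balance of directions depends on the threshold.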

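By the brightest probe set of each gene, the 10 largest falls in THP-1 cells lay between -1.57 and -1.36. They were OXTR, the oxytocin receptor, LTBP1, which binds latent TGF-beta, GPR137C, PODXL, NTS, ZNF850, MYBL1, SLC44A5, LONRF2 and ILDR2. OXTR fell from 6.75 ± 0.136 to 5.17 ± 0.282 (n = 3 each, adjusted p = 0.000775 from limma with Benjamini-Hochberg) and LTBP1 from 9.31 ± 0.0442 to 7.84 ± 0.0967 (n = 3 each, adjusted p = 3.15e-05 from limma). Other probe sets of LTBP1 and LONRF2 passed as well, at -0.97 and -1.04, and those of SLC44A5 gave -0.77, which passed, and -0.32 and 0.042, which did not pass. Those of MYBL1, at 0.078 and 0.080, and of ILDR2, at -0.47, did not pass. Of 30 chemokines, 10 rose, 1 fell and 19 did not pass the test (11 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 2.6e-05; adjusted p = 0.11 with an estimated correlation). CCL28, a chemokine of epithelia, was the member that fell, by 0.76 (adjusted p = 0.00134), with other probe sets at -0.67, which passed, and -0.32, which did not pass. Of 24 inflammatory and IL-12 family cytokines, 5 rose, 2 fell and 17 did not pass the test (6 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.14). IL18BP rose by 2.22 (adjusted p = 1.63e-05) on its brightest probe set, the 2 others giving 0.05 and 0.34. IL1RN, the antagonist of the IL-1 receptor, rose by 0.43 (adjusted p = 0.00364), its other probe sets giving 0.39 and 0.52, which passed, and -0.24 and 0.13, which did not pass. TNF rose by 0.39 (adjusted p = 0.0269), a call lost without any 1 array other than vehicle replicate 3 (adjusted p from 0.0704 to 0.0874), by the methods' t-test (0.0874) and with the floor (0.056). IL18 fell by 0.55 (adjusted p = 0.00355) and IL12A by 1.12 (adjusted p = 0.0194), the latter call being lost without IL-27 replicates 1 and 2 (adjusted p = 0.0622 and 0.0692), by the methods' t-test (0.117) and with the floor (0.0792). Of 15 NF-kappaB feedback and target genes, 5 rose, none fell and 10 did not pass the test (6 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.002; adjusted p = 0.13 with an estimated correlation), with SOD2 at 1.15 (adjusted p = 9.75e-05), ICAM1 at 1.07 (adjusted p = 9.65e-05) and NFKBIZ at 0.95 (adjusted p = 0.000245). Among 23 pattern recognition receptors and nucleic acid sensors, 11 rose, none fell and 12 did not pass the test (11 higher when adjusted over the list alone; camera, adjusted p = 2.9e-07; adjusted p = 0.027 with an estimated correlation), TLR8 rising by 2.17 (adjusted p = 2.18e-05) and RIGI, which senses RNA, by 1.58 (adjusted p = 0.000124). The other probe set of TLR8 gave 0.29, which did not pass, and those of RIGI 1.39, which passed, and 0.009, which did not pass. Of 8 interferon regulatory factors, 7 rose, none fell and 1 did not pass the test (7 higher when adjusted over the list alone; camera, adjusted p = 1.6e-09; adjusted p = 0.034 with an estimated correlation), with IRF9 at 2.29 (adjusted p = 1.46e-06) and IRF7 at 1.60 (adjusted p = 5.55e-06). None of the 18 interferon genes passed limma, whether adjusted over all probe sets or adjusted over the list alone, nor did any have an unadjusted p under 0.05 or pass by the methods' t-test (camera, adjusted p = 0.56).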

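Of 20 monocyte and macrophage markers measured in THP-1 cells, 6 rose, none fell and 14 did not pass the test (8 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 9.3e-05; adjusted p = 0.039 with an estimated correlation). FCGR1A, the high-affinity receptor for IgG, rose by 2.21 (adjusted p = 0.000198) by limma with Benjamini-Hochberg, CD14, the co-receptor for lipopolysaccharide, by 0.92 (adjusted p = 0.00151) and CX3CR1, the receptor of fractalkine, by 0.63 (adjusted p = 0.00317), while another probe set of CX3CR1 gave 0.28, which did not pass. In the list of lysosomal proteases and lipid handling, NPC1, CTSL and CTSS rose by 0.81, 0.53 and 0.51 (adjusted p = 0.000255, 0.00176 and 0.00137), GPNMB fell by 0.56 (adjusted p = 0.00095) and CTSD by 0.24 (adjusted p = 0.0286), and 13 of 18 did not pass (4 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.98). The other probe sets of NPC1 gave 0.084, 0.25 and 0.33, which did not pass. The call of CTSD was lost without any 1 of the 6 arrays (adjusted p from 0.0639 to 0.0979). S100A8 and S100A9, subunits of calprotectin, rose by 1.51 and 1.08 (adjusted p = 2.47e-05 and 0.000205) among 13 stress keratins and epidermal antimicrobial proteins, of which 11 did not pass (2 higher when adjusted over the list alone). That list had an adjusted p of 0.043 from camera (adjusted p = 0.19 with an estimated correlation), and its call was lost without vehicle replicate 2 (0.053), IL-27 replicate 1 (0.053) and IL-27 replicate 3 (0.12), and with the floor (0.091). Of 11 basal keratinocyte and hemidesmosome genes, the laminin chain LAMB3 fell by 0.43 (adjusted p = 0.0397) and the integrin ITGA3 by 0.31 (adjusted p = 0.0379), and 9 did not pass (3 lower when adjusted over the list alone; camera, adjusted p = 0.14). The call of ITGA3 was lost without any 1 array (adjusted p from 0.0603 to 0.112) and that of LAMB3 without any 1 array other than vehicle replicate 3 (adjusted p from 0.0514 to 0.127). By the methods' t-test the calls of ITGA3 and LAMB3 (adjusted p = 0.084 and 0.133) were lost, as they were with the floor (0.0533 and 0.0925) and with quantile normalization applied again (0.0639 and 0.0557). With all 12 arrays in 1 fit, those of GPNMB and CTSD (adjusted p = 0.091 and 0.139) were lost. No gene of keratinocyte differentiation passed limma among 27, nor did any when adjusted over the list alone, 1 being higher and 1 lower at an unadjusted p under 0.05 and none passing by the methods' t-test (camera, adjusted p = 0.81). Among 15 markers of melanocytes, fibroblasts and endothelium, PDGFRA rose by 0.99 (adjusted p = 0.000145), its other probe sets giving 0.83, which passed, and -0.11 and 0.056, which did not pass, and 14 did not pass (1 higher when adjusted over the list alone; camera, adjusted p = 0.84). By their brightest probe sets, none of 11 housekeeping genes passed limma, nor did any when adjusted over the list alone, 1 being higher and 2 lower at an unadjusted p under 0.05 and 1 passing by the methods' t-test (camera, adjusted p = 0.33). B2M, at 0.16 (adjusted p = 0.168) there, had other probe sets at 1.29, which passed, and 0.16, which did not pass. It passed as the mean of its probe sets, at 0.54 (adjusted p = 0.000378), and with an intensity trend (adjusted p = 0.00345). GAPDH was at -0.09 (adjusted p = 0.391), and passed with an intensity trend (adjusted p = 0.0157) and with values raised to a floor (0.0313).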

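IL-27 raised a large set of genes in NHEK and THP-1 cells alike. Counting each gene with at least 1 probe set of its own at a p of 0.05 or less from limma and an increase of at least 50%, 417 genes were higher with IL-27 in NHEK, 569 in THP-1 cells and 203 in both. Independent sets of these sizes among the 19775 genes would share 12.0 (odds ratio 49.2, Fisher's exact test, two-sided, p = 1.00e-208). The shared genes were 48.7% of those higher in NHEK and 35.7% of those higher in THP-1 cells, while 214 were higher in NHEK alone and 366 in THP-1 cells alone. The comparisons share no vehicle arrays. Ranked by the smaller of their changes, each cell type taking the probe set of the gene with the largest rise there, the top shared genes were the T cell chemokines CXCL9, CXCL10 and CXCL11, the guanylate-binding proteins GBP1 and GBP2, the MHC class II genes HLA-DRA, HLA-DPA1, HLA-DQB1 and HLA-DMA, and AIM2, a sensor of DNA. The rank of HLA-DQB1 depends on the probe set, since 3.80 was its largest rise in NHEK and its brightest probe set gave 1.56. Of its other probe sets in NHEK, those at 0.65, 1.98 and 2.12 passed, and those at 0.36 and 0.056 did not pass. GBP1 rose by 3.38 (adjusted p = 4.21e-06) in NHEK and 4.90 (adjusted p = 5.75e-07) in THP-1 cells, both from limma with Benjamini-Hochberg, and AIM2 by 4.34 (adjusted p = 5.25e-07) in THP-1 cells. IL15, its receptor chain IL15RA and the transcription factor IRF1 were among the 203. Tested between the cell types, 111 of the 203 genes had a probe set whose change differed. CXCL9 rose more in NHEK, by 1.40 (SE 0.121, adjusted p = 2.87e-05), and HLA-DPA1 more in THP-1 cells, with a difference of -2.66 for NHEK minus THP-1 (SE 0.114, adjusted p = 1.03e-07). HLA-DMA, which loads peptides onto MHC class II molecules, rose by 3.62 (adjusted p = 3.71e-07) in THP-1 cells, and its difference of 0.09 did not pass (SE 0.148, adjusted p = 0.834). A difference was also called for 143 of the 214 genes higher in NHEK alone and 267 of the 366 higher in THP-1 cells alone. For the remaining genes of these sets, a response that differs between the cell types is not shown. A called difference does not exclude a smaller response in the other cell type. Of the genes past the paper's thresholds, 386 in NHEK and 551 in THP-1 cells also passed an adjusted p of 0.05 together with the 50% increase. At the mirror image of these thresholds, 197 genes were lower in NHEK, 573 in THP-1 cells and 22 in both, against 5.71 for independent sets (odds ratio 4.3, Fisher's exact test, two-sided, p = 6.88e-08). Fisher's test takes the genes as independent and equally likely to be counted, while a gene with more probe sets has more chances. Both overlap p-values carry this limit. With 1 probe set per gene, 358 genes were higher in NHEK, 475 in THP-1 cells and 174 in both, and no overlap test is given for these. With the mean of each gene's probe sets, 83 genes were lower in NHEK and 327 in THP-1 cells.

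**Figure D1:**
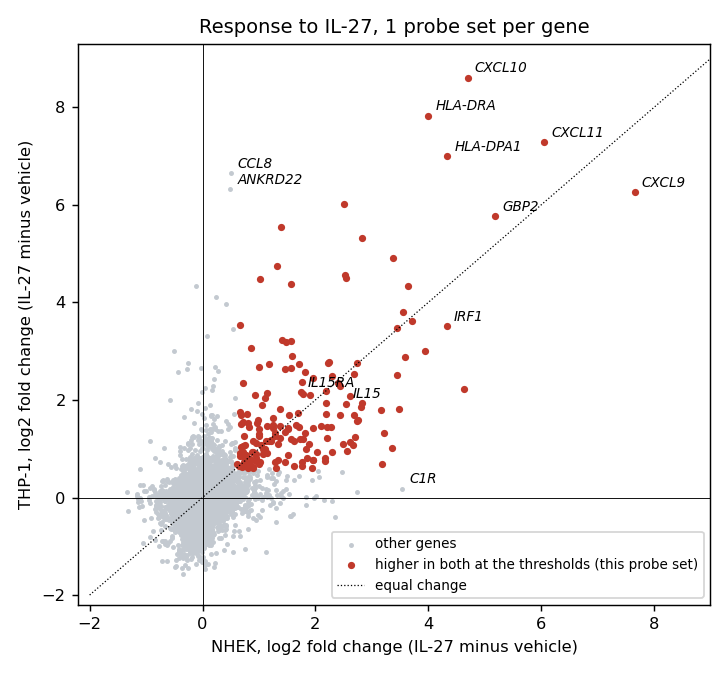
Log2 fold change of IL-27 against vehicle in THP-1 cells (vertical axis) against that in NHEK (horizontal axis), 1 point for each of 19740 genes by its brightest probe set, sex-linked genes of the Y chromosome and of X inactivation being left out. The 174 genes that this probe set calls higher in both cell types at the paper's thresholds are red, and points on the dotted line changed equally in both.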

We then utilized these DEGs in an overlap analysis to reveal shared gene signatures between all groups and identified *IL-15*, *IL15R*, *STAT1* as well as other genes (**Figure 5A**). Ingenuity Pathway Analysis determined that the IL-15 production pathway was one of the top potential pathways found to be upregulated in both NHEKs and THP-1 cells treated with recombinant human IL-27 (rhIL-27) as well as in human ACD samples from 96 hours after epicutaneous challenge (adjusted p-value = 0.0014, *IL15*, *STAT1*, and *IRF1*) (**Figure 5A**, and data not shown). 

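IL15, the cytokine that sustains memory CD8 T cells in the skin, and IRF1, an interferon-induced transcription factor, rose with IL-27 in both cell types. In NHEK, IL15 rose from 5.62 ± 0.210 to 8.16 ± 0.0130 (mean ± SD of log2 signal, n = 3 each), which is 5.81-fold and a log2 fold change of 2.54 (SE 0.106, adjusted p = 6.35e-06 from limma with Benjamini-Hochberg). In THP-1 cells it rose from 5.76 ± 0.0974 to 7.68 ± 0.0361 (n = 3 each), which is 3.79-fold and a log2 fold change of 1.92 (SE 0.0678, adjusted p = 7.68e-06 from limma). Its second probe set gave 1.51 in NHEK and 1.39 in THP-1 cells. IRF1 rose by 4.33 (SE 0.0673, adjusted p = 9.09e-08) in NHEK, a 20.1-fold increase, and by 3.52 (SE 0.0548, adjusted p = 2.14e-07) in THP-1 cells, an 11.4-fold increase, its other probe set giving 3.39 and 2.66. IL15RA, the receptor chain that presents IL-15 to neighboring cells, rose by 1.74 (SE 0.0811, adjusted p = 1.09e-05) in NHEK and by 2.16 (SE 0.147, adjusted p = 0.000193) in THP-1 cells. Of 14 measured genes of IL-15 and other common-gamma-chain cytokines and receptors, 3 rose, none fell and 11 did not pass the test in NHEK (4 higher when adjusted over the list alone; camera, adjusted p = 0.012; adjusted p = 0.084 with an estimated correlation). IL7, another cytokine of T cell survival, was the third that rose there, by 1.95 (adjusted p = 0.00136). Its vehicle level of 3.05 ± 0.0842 (n = 3) lay below 3.73, the median over the arrays of their 20th percentile, and its call was lost with values raised to that floor (adjusted p = 0.0989 from limma) and by the methods' t-test (0.0729). In THP-1 cells 2 rose, 1 fell and 11 did not pass the test (6 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.02; adjusted p = 0.18 with an estimated correlation), and the member that fell was IL2RG, the common gamma chain itself, by 0.36 (adjusted p = 0.00734), a call lost with all 12 arrays in 1 fit (0.138). The list's call in THP-1 cells was lost with the floor (adjusted p = 0.14) and with the mean of each gene's probe sets (0.057). The rise of IRF1 was larger in NHEK, with a difference of 0.81 (SE 0.0773, adjusted p = 6.33e-05), while that of IL15RA gave a difference of -0.41 that did not pass (SE 0.177, adjusted p = 0.251). With vehicle, the IRF1 signal was 7.02 to 7.11 in NHEK and 8.10 to 8.16 in THP-1 cells. With IL-27 it was 11.35 to 11.42 and 11.60 to 11.67. The larger rise in NHEK thus began from a lower level, and whether the level limits the rise in THP-1 cells was not tested. By pathway analysis, the paper finds the IL-15 production pathway to be among the top potential pathways raised in NHEK, THP-1 cells and ACD skin. Elsewhere it reports that IL-27 induces IL-15 production.

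**Figure D2:**
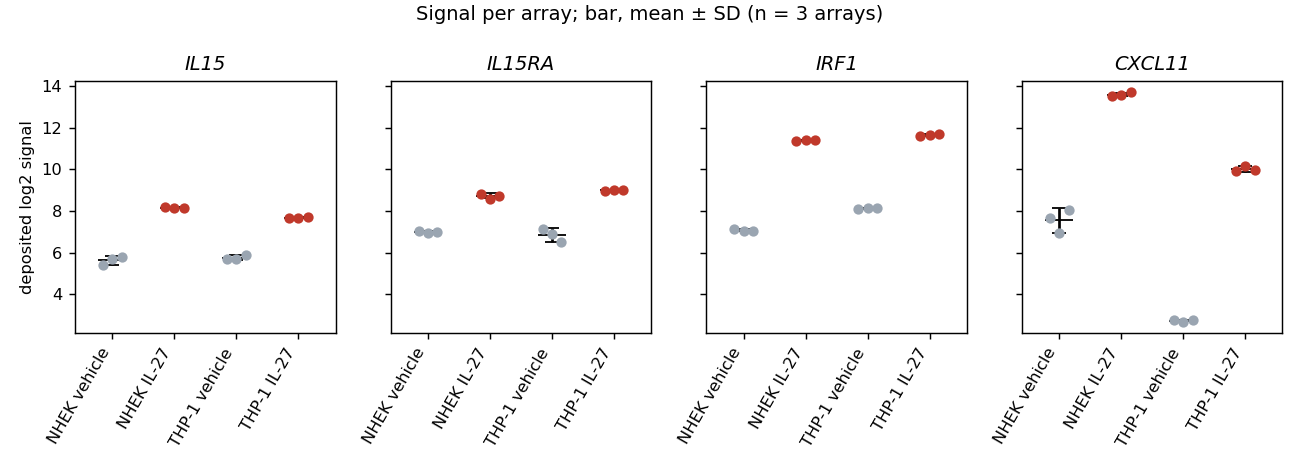
Log2 signal of IL15, IL15RA, IRF1 and CXCL11 on each of the 12 arrays, 1 panel for each gene, with vehicle and IL-27 side by side for NHEK and THP-1 cells. Points are arrays and bars are the mean ± SD of 3 arrays; in every panel each IL-27 array lies above each vehicle array of the same cell type.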

Quantitative-PCR analysis substantiated our computational findings showing that rhIL-27 treatment indeed upregulated *IL15* mRNA expression in keratinocytes and THP-1 cells (**Figure 5B**).

**Figure 5:**
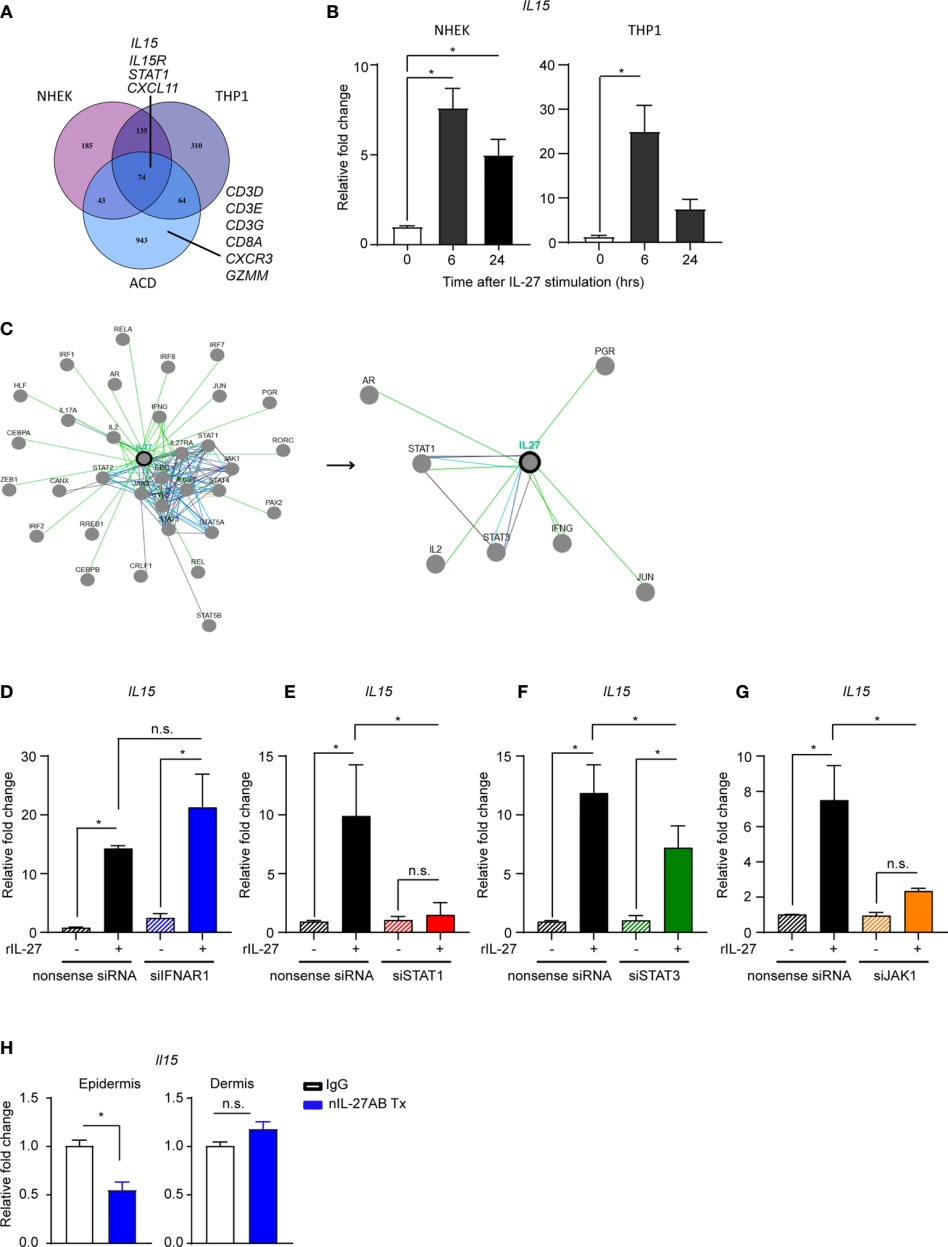
IL-27 upregulates IL-15 production through a STAT1-dependent signaling pathway. **(A)** Overlap of genes that had a p-value ≤ 0.05 and at least a 50% increase in expression in each of the three datasets gene expression datasets. For the NHEK and THP-1 datasets, the 50% increase in expression was in the recombinant human IL-27 stimulated cells (rhIL-27, 100ng/ml). **(B)** Quantitative PCR of IL15 in NHEKs and THP1 stimulated with rhIL-27 (100 ng/ml). Data are summarized as mean ± SEM from at least 3 biological replicates, *p < 0.05 (ANOVA). **(C)** The biocomputational analysis from pathwaycommon® representing the association pathways/molecules of IL-27 from open public data sets. **(D–G)** Quantitative PCR of IL15 in NHEKs transfected with siRNAs specific for **(D)** IFNAR1, **(E)** STAT1, **(F)** STAT3, and **(G)** JAK1 expression and then stimulated with rhIL-27(100 ng/ml). Data are summarized as mean ± SEM from 1-2 biological replicates *p < 0.05; n.s., not significant (ANOVA). **(H)** Quantitative PCR of ll15 in the ear epidermis and dermis from the CHS murine model using DNFB hapten allergen (0.1% DNFB, applied topically every 1-2 months). The mice received nIL-27Ab (i.d.) 40 days after elicitation and the skins were harvested 6 hours later. Data are representative of at least 3 mice per group and summarized as mean ± SEM, *p < 0.05; n.s., not significant (unpaired Student’s t test).

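CXCL11, a ligand of CXCR3 on T cells, rose in both cell types on the arrays. Figure 5A places it in the center of the overlap. In NHEK its log2 signal was 7.54 ± 0.582 with vehicle and 13.59 ± 0.0905 with IL-27 (n = 3 each), a log2 fold change of 6.05 (SE 0.248, adjusted p = 6.01e-06 from limma with Benjamini-Hochberg). In THP-1 cells it was 2.73 ± 0.0404 and 10.01 ± 0.137 (n = 3 each), a log2 fold change of 7.28 (SE 0.0799, adjusted p = 4.47e-08 from limma). The vehicle level in THP-1 cells lay near the background, below log2 3.73, where the size of a rise is less certain. None of the T cell genes CD3D, CD3E, CD3G, CD8A, CXCR3 and GZMM, which the figure places in ACD skin alone, passed limma in either cell type, whether adjusted over all probe sets, adjusted over the list alone, at an unadjusted p under 0.05 or by the methods' t-test (camera, adjusted p = 0.99 in both). Their changes lay between -0.12 for CD3D and 0.10 for CD3G in NHEK, and between -0.12 for CD3G and 0.10 for CD8A in THP-1 cells. The figure was drawn from these same arrays, so that genes in ACD skin alone are those without a called rise in either cell type. That none rose here therefore follows from this choice of genes and is not an independent result.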

We next investigated signaling events involved in IL-27-induced *IL-15* mRNA expression in human keratinocytes. Based on our computational pathway analyses (**Figure 5C**) and prior studies in our laboratory (27), we hypothesized that STAT1 was preferentially activated as part of the IL-27 signaling pathway. To test this idea, we utilized a gene silencing approach to knockdown *IFNAR1*, *STAT1*, *STAT3*, and *JAK1* in NHEK, followed by stimulation with rhIL-27 (**Figures 5D–G**). The efficacy of silencing was confirmed by RT-qPCR (**Figure S4**). We found that the gene silencing of *STAT1* (**Figure 5E**) and *JAK1* (**Figure 5G**) in NHEK significantly decreased IL-27-induced *IL-15* mRNA expression. While STAT3 is reported to be one of the key mediators of IL-27 signaling in other cell types (47, 48), silencing of *IFNAR1* (**Figure 5D**) and *STAT3* (**Figure 5F**) had minimal effects on *IL-15* expression in NHEK cells. Taken together, our results indicate that IL-27 induced *IL-15* expression in keratinocytes is *via* JAK1/STAT1 pathway.

We next tested whether IL-27 signaling regulates IL-15 following repeated epicutaneous allergen exposures in mice. After three consecutive DNFB exposures, IL-27p28 neutralizing antibody (nIL-27p28AB) and appropriate IgG controls were injected into separate areas of mouse ear skin. Compared to IgG, the nIL-27p28AB treatment resulted in significant reduction of *Il-15* mRNA in the epidermal compartment of the skin, however, we did not observe such reduction in the dermal compartment (**Figure 5H**).

### Pharmacological Inhibition of IL-27 Suppresses CHS Response

To strengthen the association and functional roles of IL-27 and IL-15, we next inhibited the IL-27 signaling pathway by using nIL-27p28AB in the repeated-DNFB dosing CHS model and attempted to restore the CHS response through supplementation with IL-15 complex (cpx) (IL-15 + IL-15Rα; see *Methods*). The treatment of nIL-27p28AB and/or IL-15 cpx was introduced at 7 days after the last elicitation, which is the time when IL-27p28 was preferentially upregulated in MACs following DNFB re-elicitation (**Figure 1**). Concurrent with our findings in Il-27fl/fl;LysMCre mice (**Figure 4A**), CHS ear swelling was abrogated in mice treated with nIL-27AB (**Figures 6A, B**). Complexed IL-15 (IL-15 cpx) almost completely reversed the IL-27 neutralizing effect, as shown by the increase in ear thickness with IL-15 (**Figures 6A, B**). These findings indicate that IL-27 acts through IL-15 to induce skin inflammation and ear swelling in the DNFB-induced CHS model.

**Figure 6:**
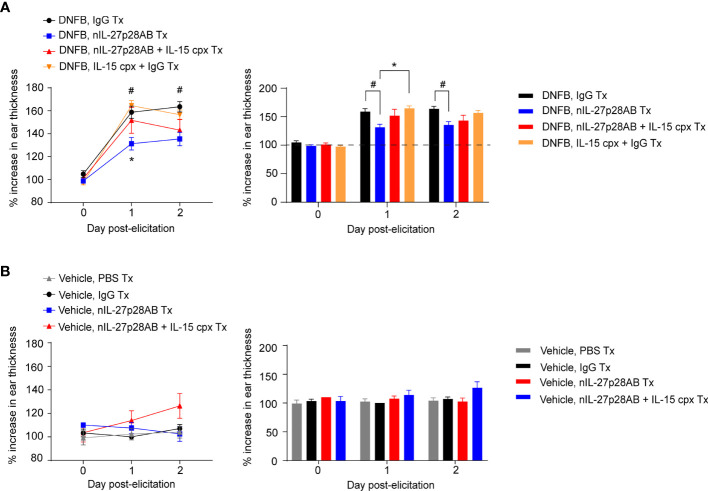
IL-15 restores skin inflammation in mice treated with neutralizing IL-27 antibody (nIL-27p28AB). **(A, B)** Wild-type (WT) mice were sensitized and elicited with **(A)** DNFB or **(B)** vehicle and treated with nIL-27p28AB, nIL-27p28AB + IL15 complex (cpx) (IL-15 + IL-15Rα), IL-15 cpx + IgG, or IgG at day 7 after the first ear elicitation. 2 days later, the mice were re-elicited with DNFB on the ear. Ear swelling was measured daily and is depicted as mean ± SEM from at least 3-4 mice per group, # and *p < 0.05 (ANOVA). # symbolizes the difference between IgG and nIL-27AB. * symbolizes the difference between nIL-27AB and IL-15 + IgG.

### IL-15 but Not IL-27 Increases Pro-Survival BCL2 in Human Skin T Cells

We observed expression of IL-15 specifically in the epidermis and the dermal leukocyte clusters of patch-test positive skin samples (**Figure 7A**). In agreement with our prior findings (29), we identified that CD14^+^iNOS^+^ myeloid cells within the leukocyte clusters produced IL-15 (**Figure S5**). IL-15 has been known to up-regulate pro-survival BCL2 in memory T cells of contact allergen-experienced mice (4, 49–53). We found that T cells within dermal leukocyte clusters, comprising of CD8^+^ and CD8^-^ T cells as well as some non-T cells expressed high BCL2 in the patch-test positive skin (**Figures 7A, B**).

**Figure 7:**
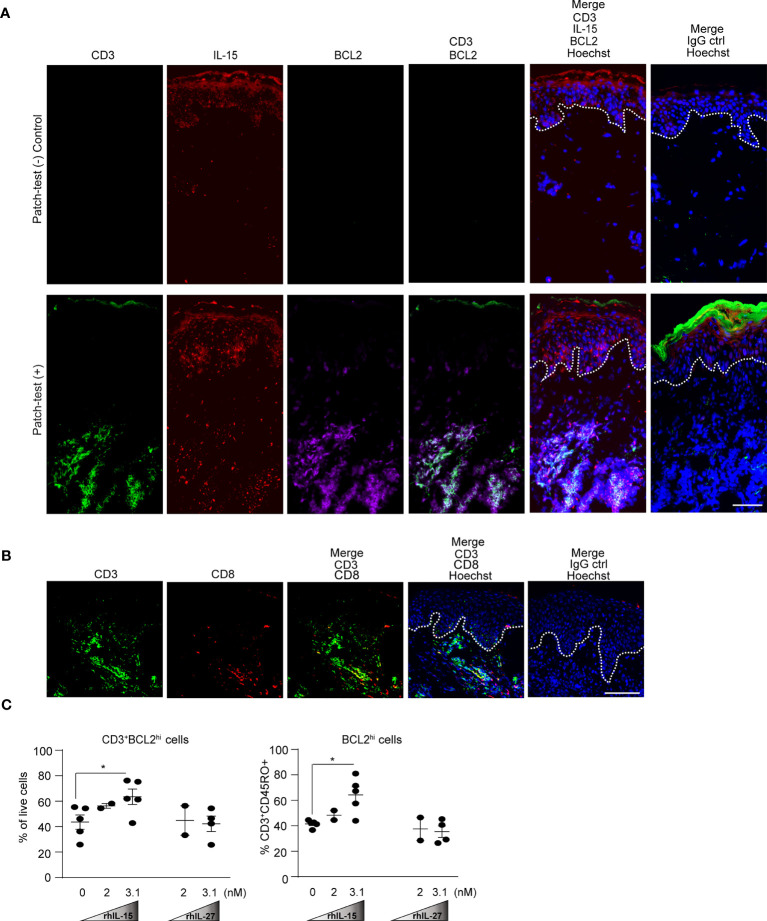
IL-15 enhances human BCL2 expression in skin T cells. **(A)** Representative immunofluorescence staining of CD3 (green), IL-15 (red), BCL2 (purple), and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. Data are representative of patient samples per tested condition (at least 3 samples per condition). Original magnification x400 (stitched images) with scale bars of 100 µm. White dashed lines mark the epidermal-dermal junction. **(B)** Representative immunofluorescence staining of CD3 (green), CD8 (red), and Hoechst (blue) in human patch-test (+) ACD skin. Data are representative of patient samples per tested condition (at least 3 samples per condition). Original magnification x400 with scale bars 100 µm. White dashed lines mark the epidermal-dermal junction. **(C)** Quantification of flow cytometry analysis of healthy human skin explant T cells treated with rhIL-15 and rhIL-27 for 24 hours. Cells were gated on live cells and CD3^+^CD45RO^+^cells subsequently gated on CD3^+^ BCL2hi and BCL2hi cells, respectively. Data are summarized as mean ± SEM, *p < 0.05 (paired Student’s t test).

We next examined the effect of IL-15 versus IL-27 on BCL2 expression in T cells using human skin explants which allowed the analysis of the characteristic skin-resident memory CD45RO^+^ T cells (32, 54). The frequency of skin T_RM_ (CD3^+^CD45RO^+^) within our experiment was consistently over 70 percent of the total sorted skin T cells (**Figure S6.1**). When treated with rhIL-15, CD45RO^+^ T cells increased their frequency and intensity of BCL2^hi^, but not BCL-XL, another important member of the BCL2 family (**Figure 7C**, **Figure S6.2**). In contrast, treating sorted T cells from skin explants with human rhIL-27 at higher or equimolar concentration to IL-15, IL-27 did not increase the BCL2 nor BCL-XL expression (**Figures 7C** and **S6.2**). These results indicate that IL-27 did not directly enhance T cell survival, but instead activated other cells to produce IL-15 which then stimulated pro-survival signals in T cells.

### IL-27 and IL-15 Are Required for T Cell Maintenance After the Resolution of DNFB-Mediated Skin Inflammation

Our results support a role of IL-27 at both elicitation and resolution of inflammation. During the resolution phase, effector T cells either undergo apoptosis or differentiate into memory T cells (55, 56). Skin T_RM_ cells are maintained through IL-7 and IL-15 production by keratinocytes (6). In our experimental setting, IL-7 was not regulated through IL-27 (data not shown). Therefore, we next examined the effect of our identified IL-27-IL-15 signaling axis on T cell survival in allergen-experienced mice using nIL-27p28AB or neutralizing CD122 antibody (nCD122AB, IL-15 signaling blocking antibody) (57). Following repeated DNFB exposures, we injected nIL-27p28AB or appropriate IgG controls into separate areas of previously DNFB-exposed mouse back skin and harvested skin for analysis. Immunofluorescence staining and quantitative analyses revealed a significant reduction of total CD8^+^ T cells, but not CD3^+^CD8^-^ T cells, upon nIL-27p28AB treatment (**Figures 8A, B**). The number of CD3^+^ T cell clusters significantly decreased in the back skin of the mice treated with nIL-27p28AB compared to the IgG-treated back skin (**Figure 8C**).

**Figure 8:**
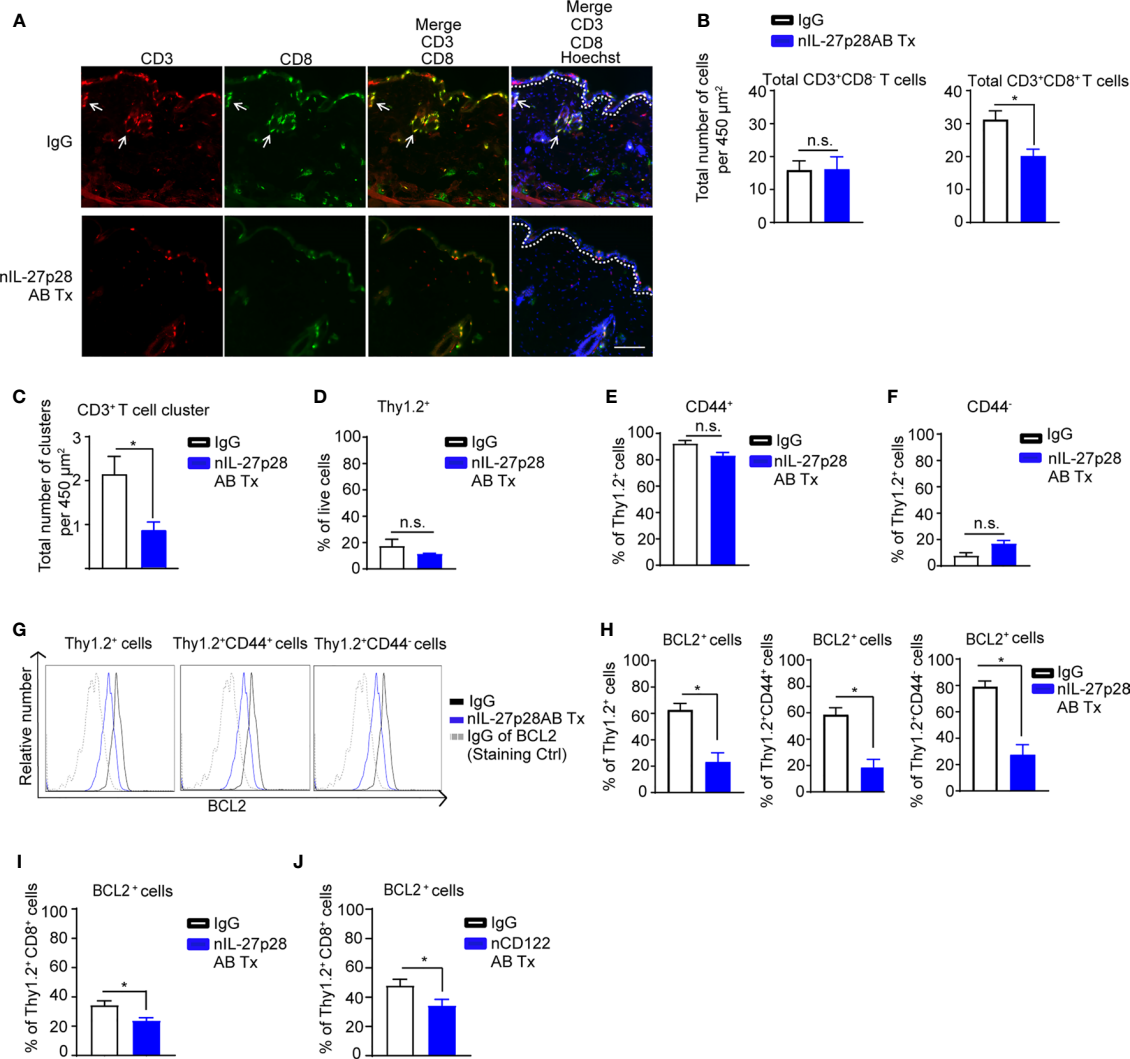
IL-27p28 is required for T cell maintenance post-elicitation. **(A)** Representative immunofluorescence staining showing CD3 (red), CD8 (green), and Hoechst (blue) in back skin from the CHS mice treated with neutralizing IL-27p28 antibody (nIL-27p28AB) or control IgG. The mice started to receive nIL-27p28AB 70 days after elicitation and the mouse skin were harvested 2 days after the first treatment. White arrows indicate leukocyte clusters. Data are representative of 4 mice. Original magnification x200 with scale bars 100 µm. White dashed lines mark the epidermal-dermal junction. **(B)** Analysis of total numbers of CD3+CD8- and CD3+CD8+ T cells of mouse back skin following nIL-27p28AB treatment. Data are depicted as mean ± SEM from 4 mice per group using at least 3 microscopic views (area = 450 µm^2^), *p < 0.05; n.s., not significant (unpaired Student’s t test). **(C)** Analysis depicting total numbers of CD3^+^ T cell clusters (size of CD3^+^ cell diameter > 20 µM) of mice back skin upon treatment with nIL-27p28AB (6 µg, 3 times twice a day). Data are depicted as mean ± SEM from 4 mice per group using at least 3 microscopic views (area = 450 µm^2^), *p < 0.05 (unpaired Student’s t test). **(D–H)** Flow cytometry analysis of repetitive DNFB exposure mouse ear upon injection with nIL-27p28AB (12 µg) or IgG vehicle control for 2 days showing mean frequency ± SEM of total **(D)** Thy1.2^+^ cell and **(E)** CD44^+^ and **(F)** CD44^-^ cells in Thy1.2^+^ cells. Representative **(G)** histogram and **(H)** frequency of BCL2 that are gated on Thy1.2^+^, Thy1.2+CD44^+^, or Thy1.2^+^CD44^-^ cells. Data are depicted as mean plusmn; SEM from at least 4 mice per group, *p < 0.05; n.s., not significant (unpaired Student’s t test). **(I)** Same experimental setting as in **(D)**, the mice either received nIL-27p28AB or their appropriate control IgG. Flow cytometry analysis depicting the mean frequency ± SEM of total BCL2^+^ in Thy1.2^+^CD8^+^ cells for at least 4 mice per group and summarized as mean ± SEM, unpaired Student’s t test, *p < 0.05. **(J)** Similar experimental setting as in **(I)**, the mice either received neutralizing CD122 antibody (nCD122AB) or their appropriate control IgG. Flow cytometry analysis depicting the mean frequency ± SEM of total BCL2^+^ in Thy1.2^+^CD8^+^ cells from at least 4 mice per group and summarized as mean ± SEM, unpaired Student’s t test, *p < 0.05.

We next tested the effect of IL-27p28 blockade on T cell survival of DNFB-experienced mice using flow cytometry. Administration of nIL-27p28AB did not alter the overall frequency of Thy1.2^+^ cells, Thy1.2^+^CD44^+^, or Thy1.2^+^CD44^-^ T cells (**Figures 8D–F**; **Figure S7**). However, the nIL-27p28AB treatment resulted in reduction of BCL2 frequency and fluorescence intensity in Thy1.2^+^CD44^+^ and Thy1.2^+^CD44^-^ cells compared to the IgG control group (**Figures 8G, H**; **Figure S7**).

In DNFB-experienced mice treated with nIL-27p28AB or nCD122AB, the frequency of BCL2^+^ cells within skin CD8^+^ T cell population significantly decreased compared to that of the IgG control group (**Figures 8I, J**; **Figures S7** and **S8**). These data demonstrate that the IL-27/IL-15 signaling axis is required for the long-term maintenance for a subset of CD8^+^ T cells after skin exposure to allergens.

## Discussion

Here, we report that IL-27 activates both epithelial keratinocytes and myeloid cells within dermal leukocyte clusters to produce the key T cell ‘survival cytokine’ IL-15 following epicutaneous allergen exposure. We identified upregulated IL-27 expression in skin of patch-test positive patient skin samples and in CD14^+^CD86^+^ human monocyte/MACs. In agreement with the clinical presentation of delayed-type IV hypersensitivity reactions typically occurring within 72-96 hours post-patch testing (58), we found these IL-27-producing myeloid cells are recruited to dermal leukocyte clusters in the skin at 96-120 hours post-allergen exposure. Notably, we identified that hapten stimulation of human monocytic THP-1 cells *in vitro* leads to the induction of IL-27p28. Furthermore, CHS mouse modeling revealed that the expanded CD172a^+^ MACs population following *in vivo* hapten exposure also expressed upregulated IL-27p28. Our studies showed that nIL-27p28AB treatment in mice limited epidermal IL-15 production, dermal CD8+ T cell numbers, and pro-survival BCL2 expression in T cells. This finding, however, does not exclude the possibility that the reduced T cell number is linked to decreased cell proliferation and/or skin infiltration. Moreover, the functional *in vivo* studies confirmed this connection by demonstrating that the CHS suppression through nIL-27p28AB was abrogated when IL-15 cpx (IL-15 + IL-15Rα) was co-administered. Mechanistically, IL-27 acts through induction of IL-15 to promote T cell survival in CHS skin. Our studies unveiled crucial roles of IL-27 and IL-15 in cutaneous allergic immunity.

Given the complexity of the IL-27 signaling regulatory system, it is not surprising that IL-27 signaling is implicated in both pro- and anti-inflammatory settings (10, 13, 16–18, 21–26, 48, 59–68). IL-27 consists of IL-27p28 and EBI3; EBI3 can also heterodimerize with p35 to form the ‘regulatory’ cytokine IL-35 (63). IL-27 signals through a receptor complex consisting of IL27RA and GP130 (63). GP130 is also known to heterodimerize with other receptor subunits to form receptor complexes to facilitate signaling for IL-6, IL-11, IL-35, leukemia inhibitory factor (LIF) and many others (69). The availability of heterodimerization partners of both the ligands and the receptors ultimately determine the outcomes of IL-27 signaling. In this regard, it has been previously reported that mice with a global deletion of *Ebi3* or *Il27ra* showed increased delayed-type hypersensitivity responses (17, 23). *Ebi3^-/-^* mice had increased delayed-type hypersensitivity responses, but the significant effect within the ear swelling kinetics is rather late, peaking at around 48 hours and not at the peak inflammation time point, around 24 hours (23). In addition, mice lacking *Ebi3* or *Il27ra* may activate yet unknown compensatory mechanisms, which could lead, for example, to a shift in cytokine production or responsiveness in various cells. The global knockout may also variably affect myeloid and/or T cell development and availability. Future studies are needed to address these effects in further detail.

Upregulated IL-27 production was found in MACs at 7 days after DNFB elicitation, a time point when resolution of allergic skin inflammation begins. Although various IL-27-activating stimuli and conditions have been reported (25, 63), we do not know with certainty what pathway leads to IL-27 upregulation following epicutaneous allergen exposures. While we reported that experimental skin wounding induces IL-27p28 production by CD301b^+^ monocyte-derived DCs and MACs (25), during vaccine-elicited cellular immunity, XCR1^+^ DCs and monocytes were identified as key IL-27p28 producers (14, 15). In our current study, we showed that CD172^+^ MACs produce IL-27p28 whereas CD45^+^Lin^-^CD11b^-^CD24^-/lo^ cells, mainly comprising of XCR1^+^CD172a^-^ DCs, demonstrate no change in IL-27p28 production following *in vivo* allergen exposure.

F4/80 and CD68 can be expressed by both MACs as well as dermal DCs and are not the most reliable maker for MACs in the skin (42, 70). Therefore, we chose an in-depth skin immune cell identification in this study according to Tamoutounour et al. (42). Interestingly, we found that approximately 50% of IL-27-expressing MACs population (CD45^+^Lin^-^CD11b^+^CD24^-/lo^ CD64^hi^CCR2^-/lo^) of the DNFB treated ears expressed F4/80 and 40% of them expressed CD86. However, CD86 is expressed by both MACs and Langerhans cells in human and mouse skin (71, 72). For this reason, we used immunofluorescent staining to locate CD86^+^ MACs in the dermal compartment of human skin. In our assays, the number of CD11b^+^ DCs that express IL-27 following DNFB challenge is rather limited. In addition, less than 10% of IL-27-expressing CD11b^+^ DCs (CD45^+^Lin^-^CD11b^+^CD24^-/lo^CD64^-^Ly-6C^-^) expressed CD11c, which could be due to enzymatic digestion during tissue processing (73). It is also possible that, upon hapten exposure, mouse DCs down-regulate CD11c through toll-like receptors 3, 4, and/or 9 which are activated and contribute to CHS (74–77).

We utilized Il-27p28fl/fl;LysMCre mice to investigate the role of IL-27-producing MACs in CHS immunity. LysMCre can target both MACs and neutrophils, but not DCs. Since neutrophilic inflammation in CHS is typically observed early on and is rather a transient response, we believe that the potential of IL-27 production by neutrophils may not impair the interpretation of our studies as we focus on the phase between elicitation and resolution of skin inflammation (78, 79). Furthermore, a recent study using an anti-Ly6G (1A8) in CHS studies found no correlation between neutrophils and DCs-MACs-T cell clusters (28). We showed that compared to controls, Il-27p28fl/fl;LysMCre mice have significantly mitigated CHS inflammatory responses *in vivo*, identifying an important role of IL-27p28 in CHS immunity. Intriguingly, upon repeated DNFB exposures, neither *Il-27p28* conditional knockout mice nor mice treated with the IL-27p28 neutralizing antibody demonstrated a complete abolishment of CHS-induced ear swelling, indicating that additional factors are at play.

We found IL-27 to be predominantly expressed by human CD14^+^CD86^+^CD172a^+^ MACs at 96-120 hours after patch-testing. CD172a, also called SIRPα, interacts with signal regulatory protein CD47, with known roles in eliciting “do not eat me” signals (44–46). Dysregulation of the CD172a-CD47 interaction has been associated with various diseases (44–46). Indeed, we observed high CD47 expression on T cells within dermal leukocyte clusters, which were located in immediate proximity to CD172a^+^CD14^+^ cells in our skin biopsy samples. While our current work focused on IL-27 function in MACs, the functional interaction and role of CD172a and CD47 in CHS is an exciting avenue for future research as well.

Tissue-resident memory T cells (T_RM_) is essential for eliciting a rapid and robust CHS response following hapten re-exposure (80). Central memory T cells (T_CM_) can differentiate to T_RM_, and therefore also contribute to CHS severity (80). These adaptive immune activities are regulated by innate immune cells (28, 29). The number of the dermal leukocyte clusters comprising DCs, MACs, and T_RM_ cells is associated with the severity of skin inflammation, and deletion of DCs and MACs abrogated skin inflammatory response (28, 29). In contrast, deletion of Langerhans cells in the epidermis did not reduce inflammation (28, 81, 82), suggesting that dermal DCs and MACs play dominant roles in CHS. We found that MAC-derived IL-27 signaling through IL-15 plays a significant role in maintaining resident CD8^+^ T cell population in hapten-induced CHS. This, however, does not exclude the potential effect of IL-15 and/or IL-27 derived from other sources such as the local lymph nodes. In this regard, CD68^+^ MACs, but not DCs, produce IL-27 in human lymph nodes (83). In addition, IL-15 is produced in T-cell zone and medulla in lymph node by non-immune cells such as blood endothelial cells and fibroblastic reticular cells (84). Thus, delineating the role of local lymph node-derived IL-27 and IL-15 in CHS may be an area of future research.

In conclusion, our findings report novel roles for IL-27 and IL-15 in allergic contact sensitivity of the skin. Our work provides new insight into the immunobiology of CHS and the identification of novel targets for development for treatment regimens that may be directed to alleviating cutaneous allergic hypersensitivity through T cell modification.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author.

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board of Duke University Health System. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Duke University Institutional Animal Care and Use Committee.

## Author Contributions 

JS, ML, PH, JK, JZ, and AM wrote the paper; all authors reviewed and edited the paper. JS, ML, JZ, and AM planned experiments. JS, ML, PH, JK, and LF performed experiments. JS, ML, PH, JK, JZ, and AM analyzed experiments. JSS, AA, and SR wrote IRB protocol, collected, and provided human skin samples. DC analyzed all microarray and Venn diagram data. RK generated and provided Il-27p28EGFP mice. ZY generated and provided Il-27fl/fl mice. All authors contributed to the article and approved the submitted version.

## Funding

This work is supported by a National Institutes of Health R01AI139207 to AM and JZ.

## Conflict of Interest

Author AM has received funding from Silab, Inc. and has consulted for the company. AM also served on the reviewer committee for the LEO foundation and the Triangle Community Foundation. Author AA received a Pfizer Independent Grant for Learning and Change and has consulted for Henkel.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: IL-27 Derived From Macrophages Facilitates IL-15 Production and T Cell Maintenance Following Allergic Hypersensitivity Responses
**Source:** Front Immunol. 2021 Sep 30;12:713304. doi: 10.3389/fimmu.2021.713304
**Supplement:** Supplementary file 1

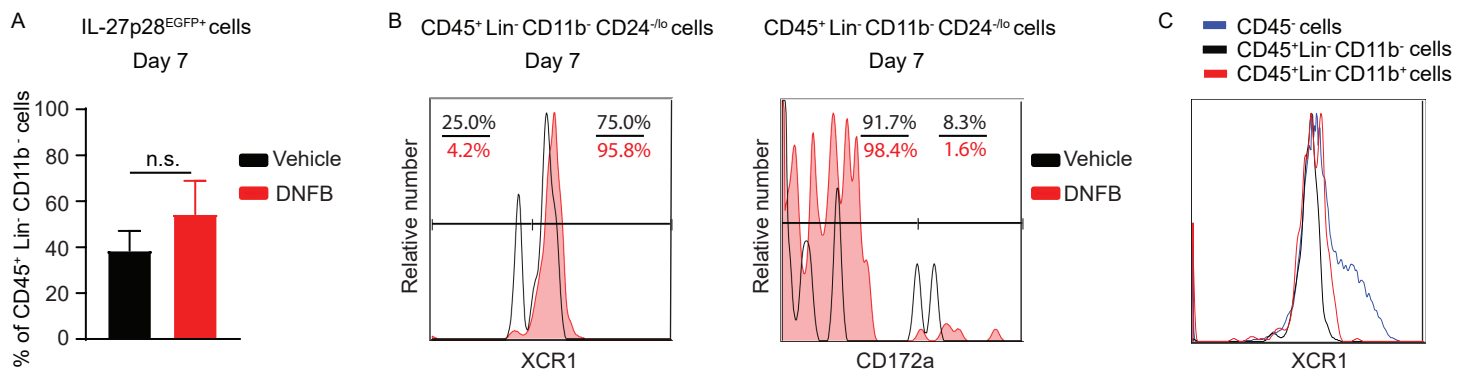

Figure S1. Allergen exposure in mouse ears

(A) Quantitative analysis of IL-27p28<sup>EGFP+</sup> cells (in CD45<sup>+</sup> Lin<sup>-</sup> CD11b<sup>-</sup> CD24<sup>-fl</sup> cells) in DNFB elicited ears in back sensitized mice, n.s., not significant (unpaired Student's t test).

(B) Representative staining for XCR1 and CD172a for flow cytometry analysis.

(C) Histograms from representative flow cytometry analysis for XCR1 of DNFB-treated ears (7 days post-elicitation).

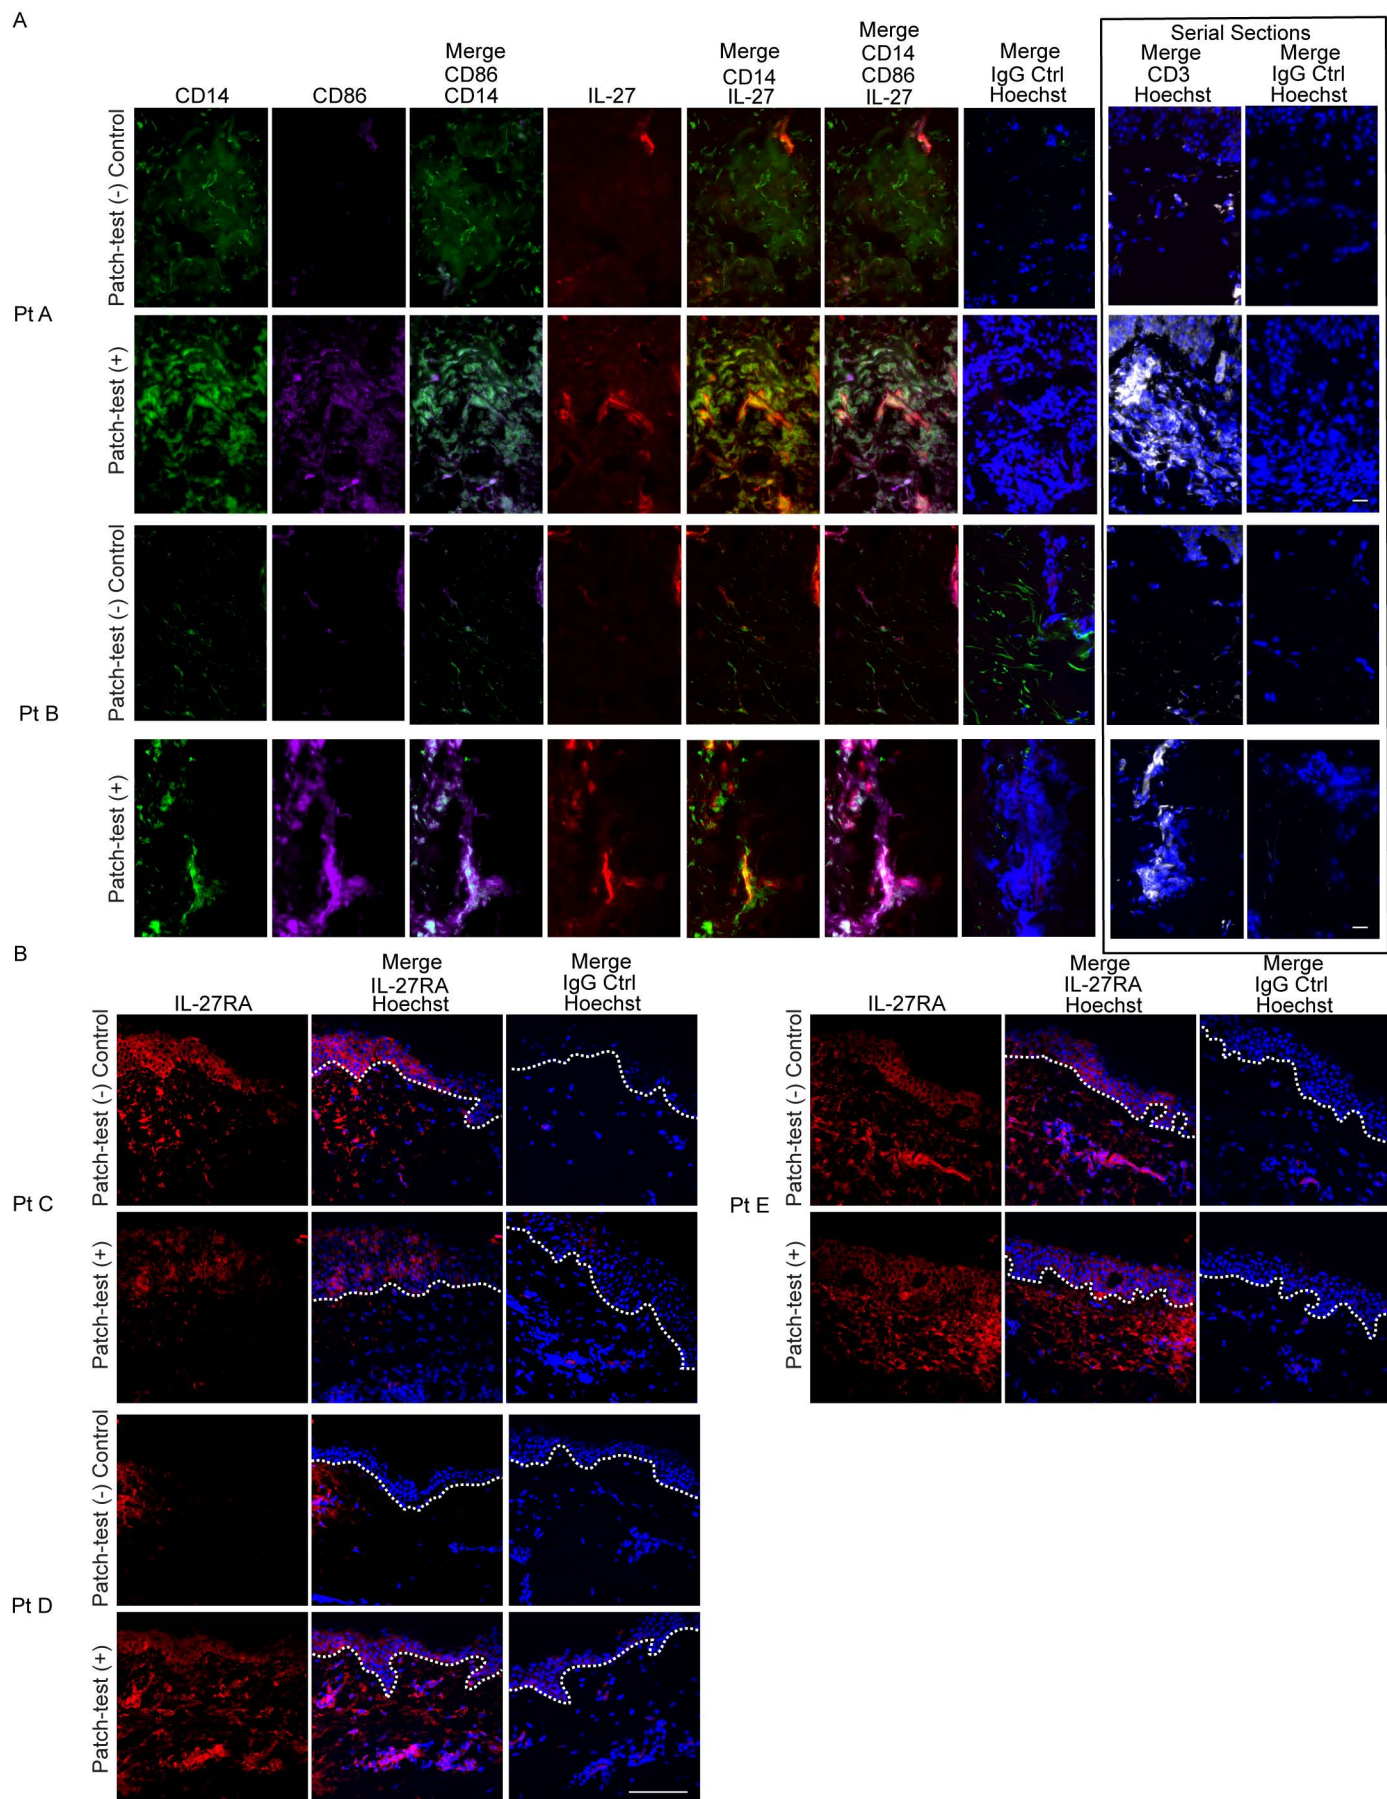

Figure S2. Exposure to allergen induces IL-27 in human with ACD

(A) Representative immunofluorescence staining of IL-27 (red), CD14 (green), CD86 (purple), CD3 (white) and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. Data are representative of patient samples A and B per stained condition. Original magnification x400 with scale bars 20  $\mu$ m. (Pt is an abbreviation for patient)

(B) Representative immunofluorescence staining of IL-27RA (red) and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. Data are representative of patient samples C, D, and E per stained condition. Original magnification x400 with scale bars 100  $\mu$ m. White dashed lines mark the the epidermal-dermal junction. (Pt is an abbreviation for patient)

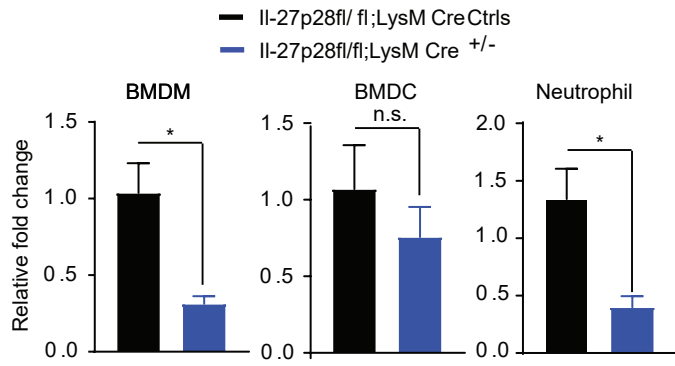

Figure S3. Validation of the *Il-27p28*<sup>fl/fl</sup>;LysM Cre Quantitative PCR of *Il-27p28* of bone marrow-derived MACs (BMDM), bone marrow-derived DCs (BMDC) and sorted-neutrophils from the bone marrow from *Il-27p28*<sup>fl/fl</sup>;LysM Cre mice and their controls (Ctrl). Data are summarized as mean  $\pm$  SEM from at least 3 mice per group, \* $p < 0.05$ ; n.s., not significant (unpaired Student's *t* test).

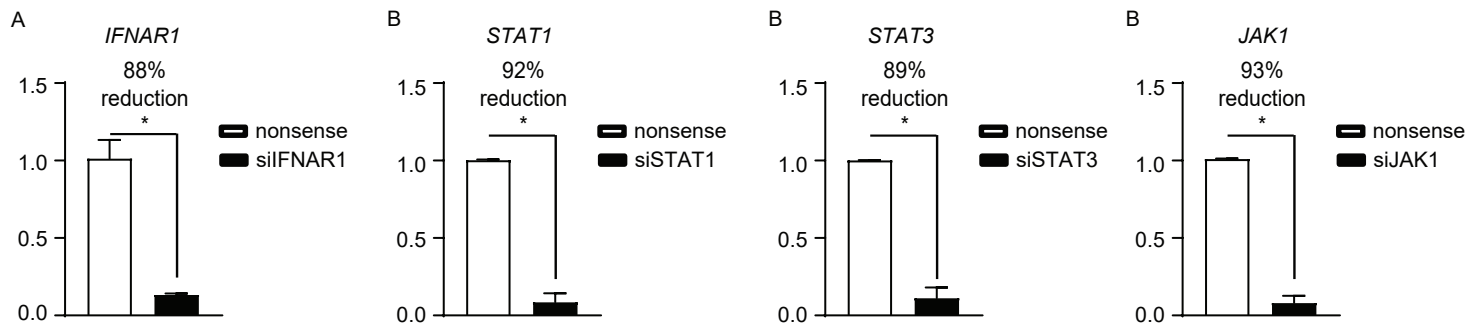

Figure S4. *IFNAR1*, *STAT1*, *STAT3* and *JAK1* silencing by siRNA

(A) *IFNAR1* gene expression in NHEK as compared to nonsense ctrl, \* $p < 0.05$  (n=1, unpaired Student's t test).

(B) *STAT1* gene expression in NHEK as compared to nonsense ctrl, \* $p < 0.05$  (n=2, paired Student's t test).

(C) *STAT3* gene expression in NHEK as compared to nonsense ctrl, \* $p < 0.05$  (n=2, paired Student's t test).

(D) *JAK1* gene expression in NHEK as compared to nonsense ctrl, \* $p < 0.05$  (n=2, paired Student's t test).

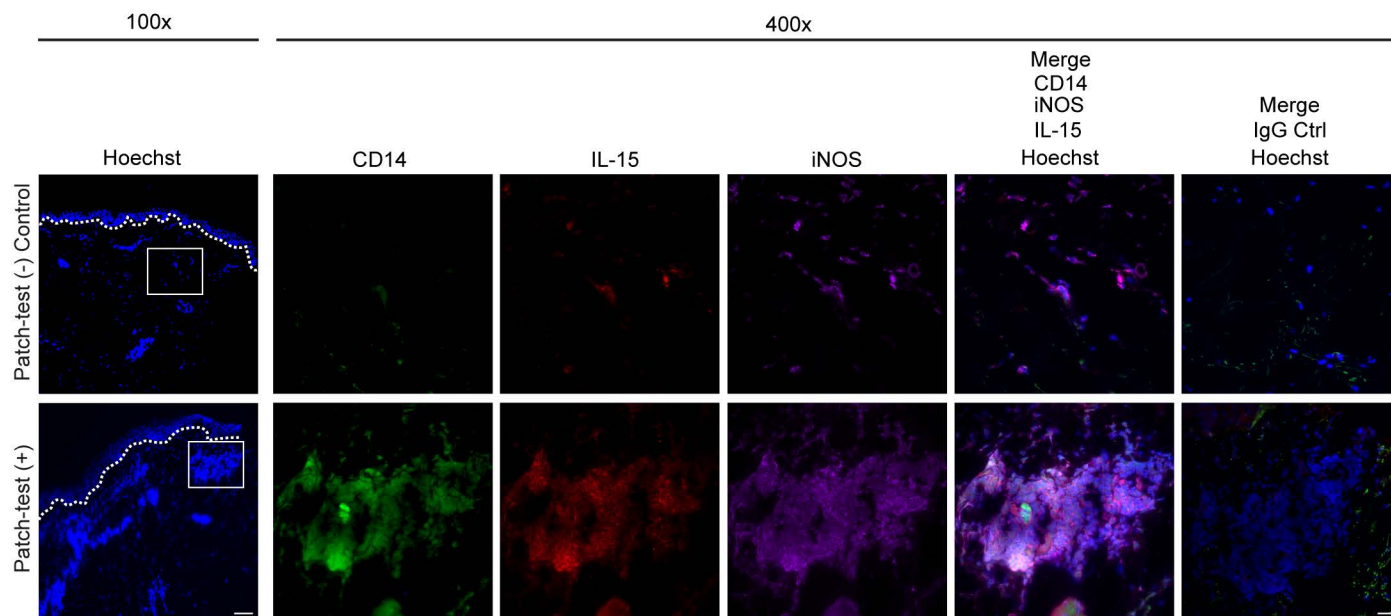

Figure S5. Increased IL-15 expressing CD14<sup>+</sup>iNOS<sup>+</sup> myeloid cells within leukocyte clusters in ACD skin  
 Representative immunofluorescence staining of CD14 (green), IL-15 (red), iNOS (purple) and Hoechst (blue) in human donor-matched patch-test negative control and patch-test (+) ACD skin. Data are representative of patient samples (at least n=3) per stained condition. Original magnification x100 (left) and original magnification x400 (right) with scale bars 100  $\mu$ m, and 20  $\mu$ m, respectively. White dashed lines mark the epidermal-dermal junction.

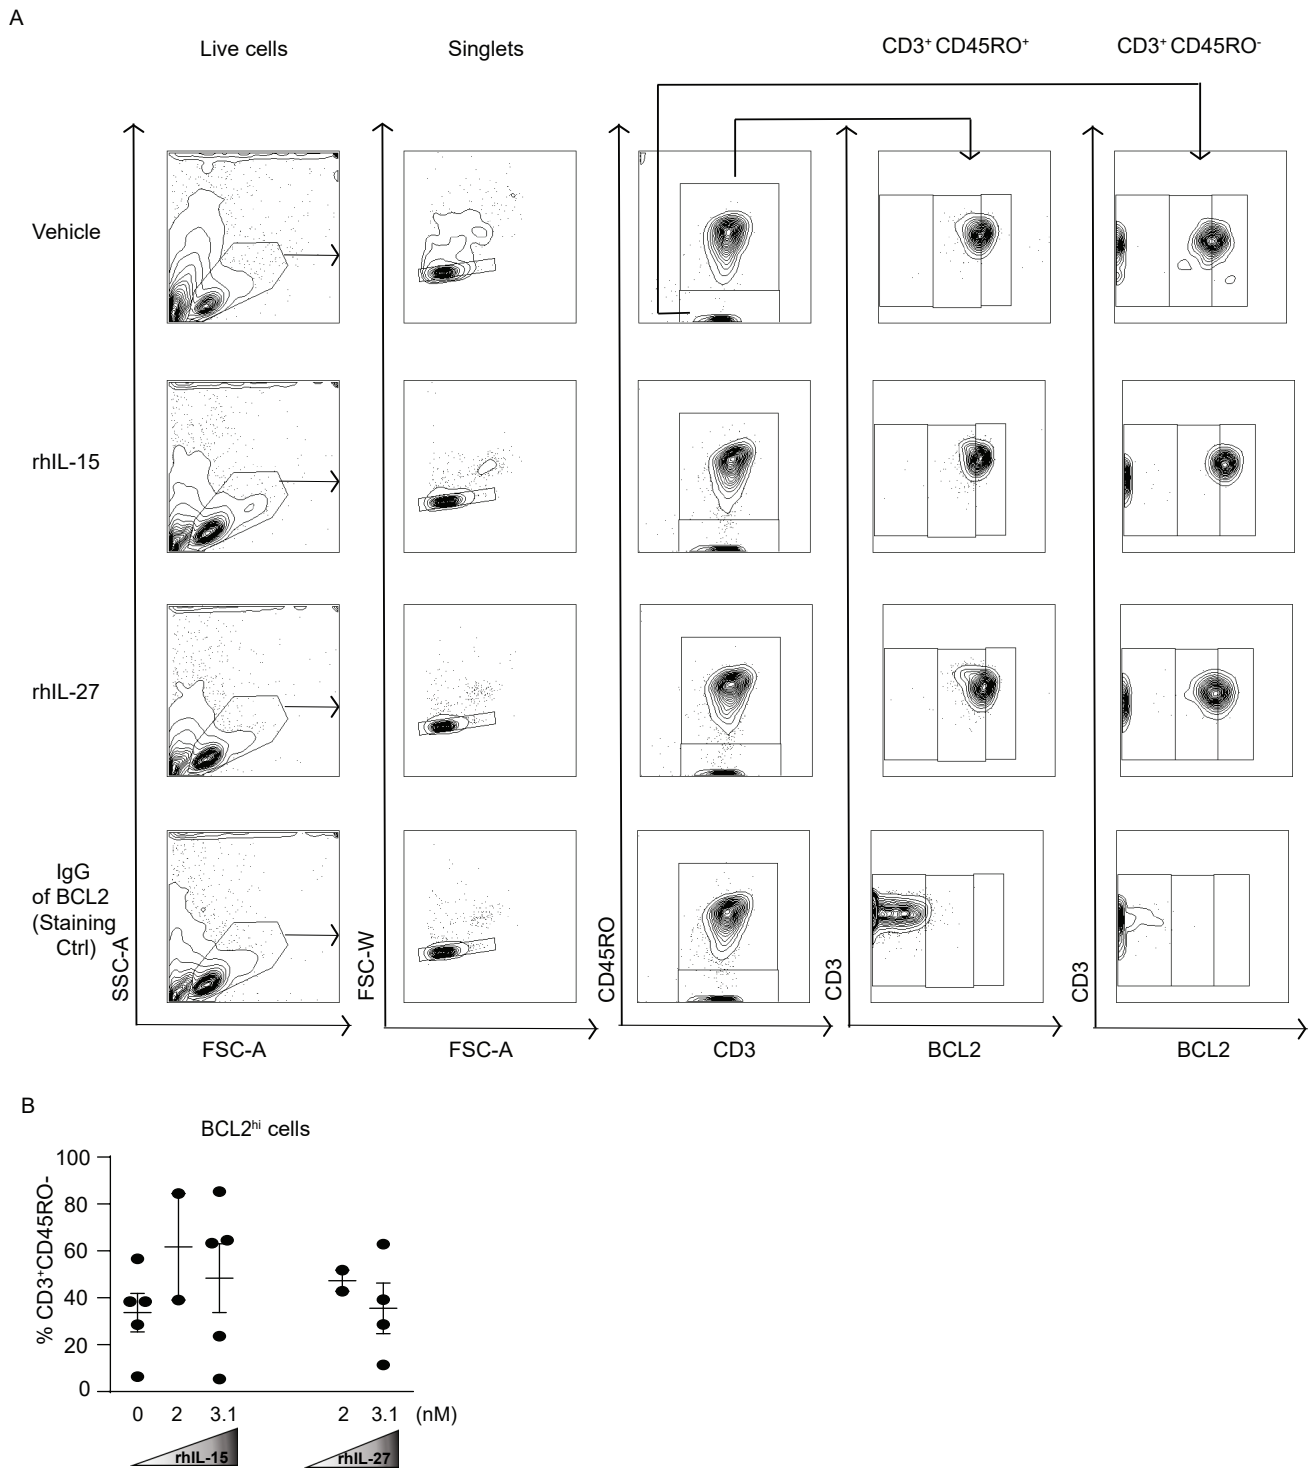

Figure S6.1. IL-15 enhances BCL2 expression in human T<sub>RM</sub>

(A) Gating strategy related to Figure 7.

(B) Quantitative analysis depicting the mean frequency  $\pm$  SEM of total BCL2<sup>hi</sup> cells in CD3<sup>+</sup>CD45RO<sup>-</sup> cells from human skin explant T cells treated with rhIL-15 and rhIL-27 for 24 hrs. (paired Student's t test).

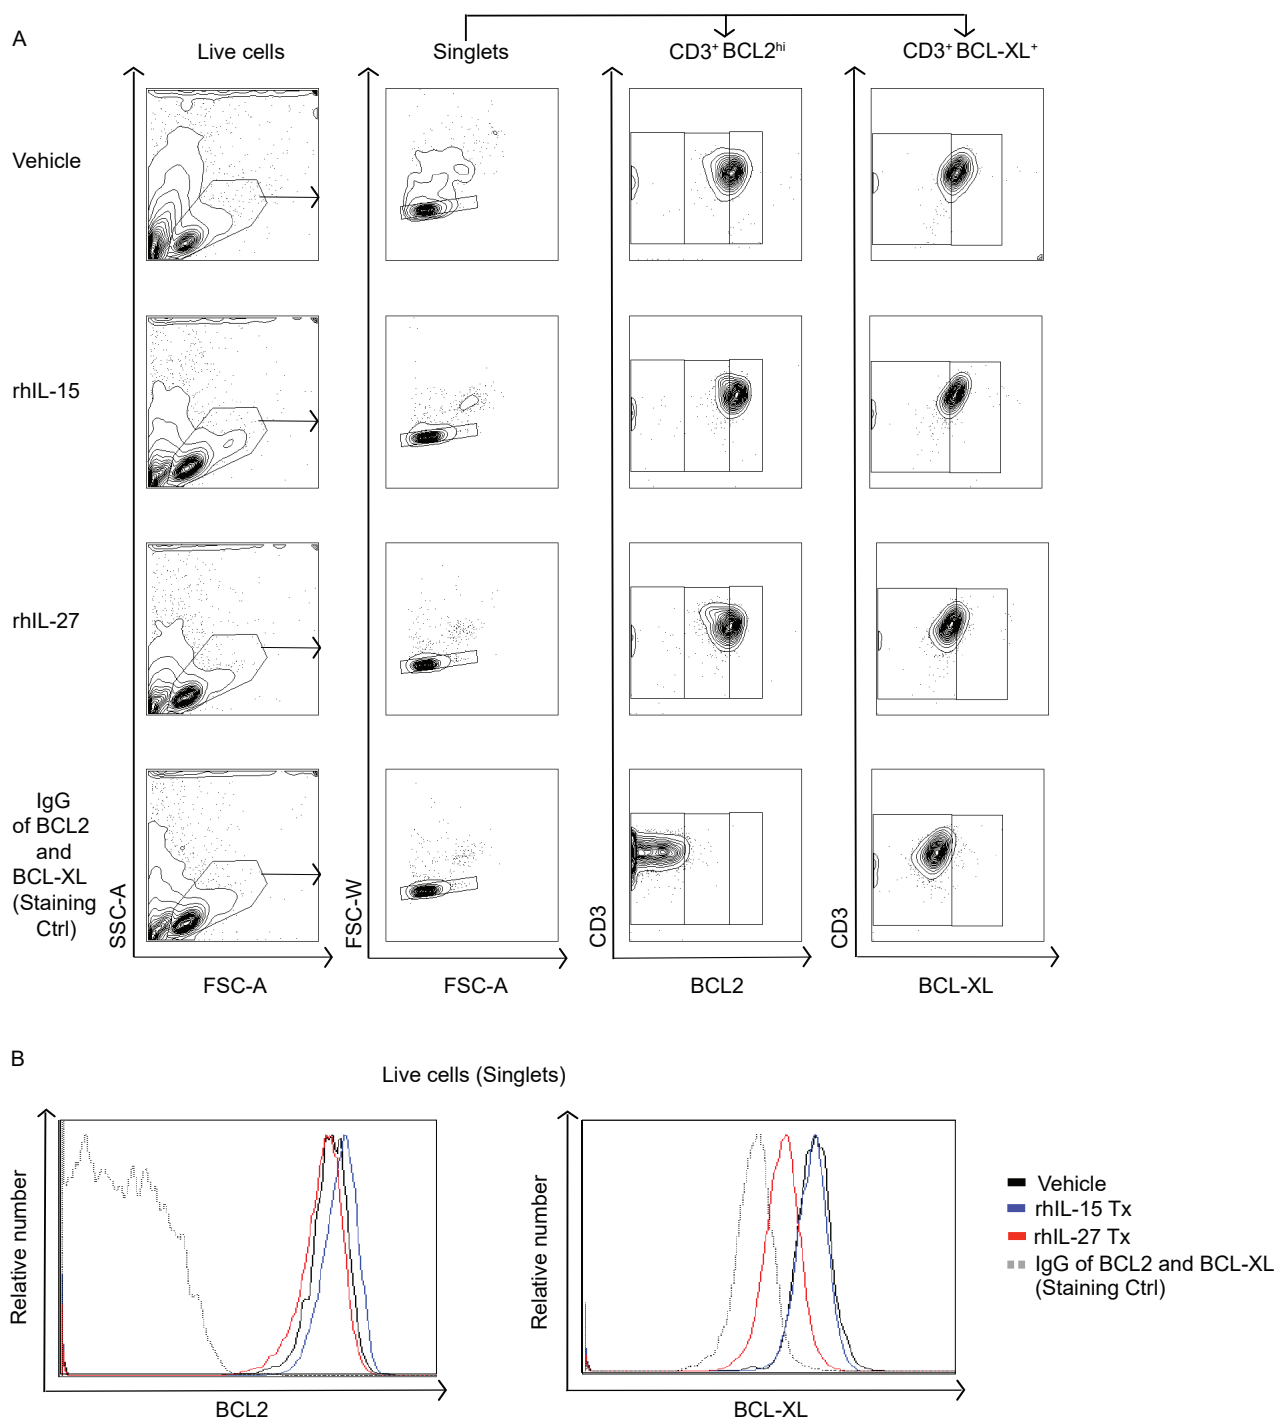

Figure S6.2. IL-15 enhances BCL2 expression in human resident T cells

(A) Gating strategy related to Figure 7.

(B) Histograms from representative flow cytometry analysis for BCL2 and BCL-XL of human skin explant T cells treated with rhIL-15 and rhIL-27 for 24 hrs.

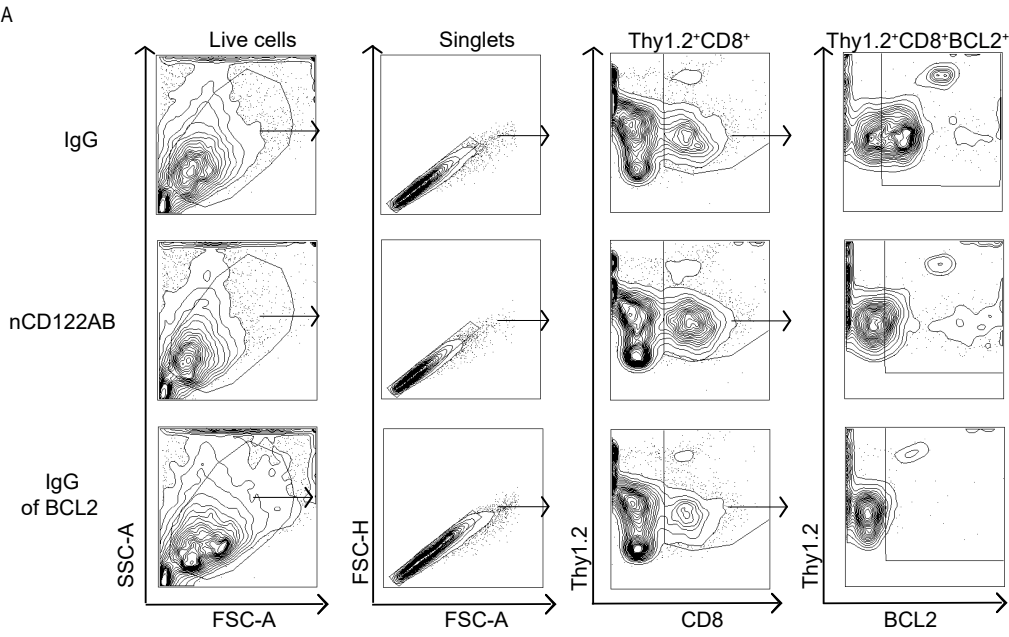

Figure S8. Gating strategy related to Figure 8J

# Supplementary material for: IL-27 Derived From Macrophages Facilitates IL-15 Production and T Cell Maintenance Following Allergic Hypersensitivity Responses
**Source:** Front Immunol. 2021 Sep 30;12:713304. doi: 10.3389/fimmu.2021.713304
**Supplement:** Supplementary file 2

Supplementary materials for

**IL-27 derived from macrophages facilitates IL-15 production and T cell maintenance following allergic hypersensitivity responses**

Jutamas Suwanpradid, Min Jin Lee_,_ Peter Hoang, Jeffery Kwock, Lauren P. Floyd, Jeffrey S. Smith, Zhinan Yin, Amber R. Atwater, Sudarshan Rajagopal, Ross M. Kedl, David L. Corcoran, Jennifer Y. Zhang*, Amanda S. MacLeod*

*Corresponding author email:

Number of supplementary tables:

1

Number of supplementary figures:

9

**Table 1:** **Key oligonucleotides for RT-PCR and siRNA experiments**

| **Oligonucleotides** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| Human *GAPDH* forward primer:  5'-ATGGGAAGGTGAAGGTCGGA-3'  Human *GAPDH* reverse primer:  5'-CAGCGTCAAAGGTGGAGGAGT-3' | Yang et al.^1^ | N/A |
| Human *IL27p28* forward primer:  5'-GAGCAGCTCCCTGATGTTTC-3'  Human *IL27p28* reverse primer:  5'-AGCTGCATCCTCTCCATGTT-3' | Anuradha et al.^2^ | N/A |
| Human *IL15* forward primer:  5'-TTTGGGCTGTTTCAGTGCAG-3'  Human *IL15* reverse primer:  5'-ACTTTGCAACTGGGGTGAAC-3' | This study | N/A |
| Mouse *Gapdh* forward primer:  5'-AGGTCGGTGTGAACGGATTTG-3'  Mouse *Gapdh* reverse primer:  5'-TGTAGACCATGTAGTTGAGGTCA-3' | Cool et al.^3^ | N/A |
| Mouse *Il15* forward primer:  5'-GGCATTCATGTCTTCATTTTGG-3'  Mouse *Il15* reverse primer:  5'-TCCAGTTGGCCTCTGTTTTAGG-3' | Chin et al.^4^, Yim et al.^5^ | N/A |
| Mouse *Il27p28* forward primer:  5'-CTGAATCTCGATTGCCAGGAGTGA-3'  Mouse *Il27p28* reverse primer:  5'-AGCGAGGAAGCAGAGTCTCTCAGAG-3' | Wei et al. ^6^ | N/A |
| [*IFNAR1* Human siRNA Oligo Duplex (Locus ID 3454)](https://www.origene.com/catalog/rnai/sirna-oligo-duplexes/sr302334/ifnar1-human-sirna-oligo-duplex-locus-id-3454) | OriGene  Technologies | Cat# SR302334 |
| [*STAT1* Human siRNA Oligo Duplex (Locus ID 6772)](https://www.origene.com/catalog/rnai/sirna-oligo-duplexes/sr321905/stat1-human-sirna-oligo-duplex-locus-id-6772) | OriGene Technologies | Cat# SR304620 |
| [*STAT3* Human siRNA Oligo Duplex (Locus ID 6774)](https://www.origene.com/catalog/rnai/sirna-oligo-duplexes/sr321907/stat3-human-sirna-oligo-duplex-locus-id-6774) | OriGene Technologies | Cat# SR304622 |
| *JAK1* Human siRNA Duplex (Locus ID 3716)  5'- CCACAUAGCUGAUCUGAAA-3'  5'- UGAAAUCACUCACAUUGUA-3'  5'- UAAGGAACCUCUAUCAUGA-3' | Dharmacon | Cat#  D-003145-05  D-003145-06  D-003145-07 |
| [Scrambled negative control siRNA duplex](https://www.origene.com/catalog/rnai/sirna-oligo-duplexes/sr30004/sirna-related-product) | OriGene Technologies | Cat# SR30004 |

**Reference:**

1 Yang B, Suwanpradid J, Sanchez-Lagunes R, Choi HW, Hoang P, Wang D, et al. IL-27 Facilitates Skin Wound Healing Through Induction of Epidermal Proliferation and Host Defense. *J Invest Dermatol* (2017) 137:1166–75. doi: 10.1016/j.jid.2017.01.010.

2 Anuradha R, Munisankar S, Bhootra Y, Dolla C, Kumaran P, Nutman TB, et al. Modulation of CD4(+) and CD8(+) T Cell Function and Cytokine Responses in Strongyloides Stercoralis Infection by Interleukin-27 (IL-27) and IL-37. *Infect Immun* (2017) 85:e00500-17. doi: 10.1128/IAI.00500-17

3 Cool J, DeFalco TJ, Capel B. Vascular-mesenchymal cross-talk through Vegf and Pdgf drives organ patterning. *Proc Natl Acad Sci U S A* (2011) 108:167-72. doi:10.1073/pnas.1010299108

4 Chin AI, Miyahira AK, Covarrubias A, Teague J, Guo B, Dempsey PW, et al*.* Toll-like receptor 3-mediated suppression of TRAMP prostate cancer shows the critical role of type I interferons in tumor immune surveillance. *Cancer Res* (2010) 70:2595-603. doi:10.1158/0008-5472.CAN-09-1162.

5 Yim HY, Park C, Lee YD, Arimoto K, Jeon R, Baek SH, et al. Elevated Response to Type I IFN Enhances RANKL-Mediated Osteoclastogenesis in Usp18-Knockout Mice. *J Immunol* (2016) 196:3887-95. doi:10.4049/jimmunol.1501496

6 Wei J, Xia S, Sun H, Zhang S, Wang J, Zhao H, et al. Critical role of dendritic cell-derived IL-27 in antitumor immunity through regulating the recruitment and activation of NK and NKT cells. *J Immunol* (2013) 191:500-08. doi:10.4049/jimmunol.1300328

How the deposited data were processed for this re-analysis (not part of the article)

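The data were 12 Affymetrix U133 Plus 2.0 arrays, 3 each of NHEK with vehicle, NHEK with rhIL-27, THP-1 cells with vehicle and THP-1 cells with rhIL-27. The conditions and replicate numbers were taken from the sample labels. Cell types, cytokine and dose were taken from both the labels and the paper, which gives the dose in the legend of Figure 5A. NHEK are primary keratinocytes and THP-1 is a monocytic leukemia line, treated with PMA according to the labels. The ACD skin dataset, which makes up the other part of Figure 5A, was not analysed here.

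The deposited values are log2 signals, 1 for each of 54675 probe sets and each array. According to the labels, the authors extracted total RNA with Trizol, amplified and biotin-labelled it with the Ambion MessageAmp Premier kit and hybridized it to the arrays. How the authors corrected the background, summarized the probes and normalized these log2 values is not given in the sources used here, since the paper names a method only for the skin dataset. The values ran over a range that fits a log2 scale of scanner signals, and the medians of all arrays nearly coincided, as after a normalization between arrays. A normalization of this kind takes the bulk of the genes as unchanged, so that a shift of most genes in 1 direction would not be seen. The scanner's own files were not used here, and so the background correction could not be changed except by a floor on low values. Arrays give no read depth, and their number limits the precision.

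Probe sets were named from the platform annotation of the array, with symbols brought up to date through the Entrez identifiers of the RefSeq table of assembly GRCh38.p14, from which no coordinates were taken. No symbol of a probe set with 1 gene changed, and 54 such probe sets had an identifier without a match and kept their symbol. Probe sets of several genes or of none were tested but given to no gene. Values were looked up for the genes that the paper names, and 1 gene of the paper's IL-15 production pathway is not analysed here.

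All fits used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no intensity trend and no replicate block, on the log2 values as deposited. NHEK and THP-1 cells were fitted apart, on 6 arrays each, and the difference between their responses in a fit of 4 groups over all 12 arrays. For each comparison the p-values were adjusted by Benjamini-Hochberg over 54613 probe sets. Genes were also counted at the thresholds of the paper's Venn diagram, which are a p-value of 0.05 or less and an increase of at least 50%, in any of a gene's own probe sets, with the mirror image of a decrease by 1.5-fold. The paper's text does not name the test behind its p-values for these arrays. Its statistics section names an unpaired t-test for a pair of groups, which was run as an alternative and is called the methods' t-test. Over the 19775 genes with a probe set of their own, the overlap of the gene sets was tested with Fisher's exact test, two-sided, in SciPy 1.17.1. Tables were made with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots with matplotlib 3.10.9.

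The genes named are, for each cell type, the 10 largest rises and the 10 largest falls among genes past the adjusted p whose IL-27 arrays all lie on 1 side of the vehicle arrays, the 10 genes of the overlap with the largest smaller change (ranked by the probe set with the largest rise in each cell type), the 5 largest differences between the cell types in each direction, up to 3 members of each list and direction, and every gene that the paper names for these data or their pathway. The paper's genes were chosen knowing its figure. Of genes called in opposite directions, 3 in each direction are named as well, chosen after their values were seen. Genes of the Y chromosome and of X inactivation are not named. Each gene stands at its brightest own probe set, and other probe sets are given for part of the genes. Of 84 named genes that it calls in NHEK, 50 have 100 other probe sets, of which 64 passed in the same direction, 31 lay in the same direction without passing and 5 lay in the opposite one without passing. In THP-1 cells 59 of 110 have 126 others, with 67, 46 and 13 in these classes, and none passed in the opposite direction in either cell type by limma.

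The 27 lists were antiviral interferon-stimulated genes, guanylate-binding proteins and interferon-gamma-type genes, MHC class I antigen processing, MHC class II genes, components of the IL-27 receptor and JAK-STAT pathway, interferon regulatory factors, JAK-STAT feedback inhibitors, STAT3-associated acute response genes, IL-15 and other common-gamma-chain cytokines and receptors, interferon genes, chemokines, inflammatory and IL-12 family cytokines, NF-kappaB target genes, pattern recognition receptors, T cell co-stimulatory and checkpoint ligands, complement genes, the BCL2 family with death ligands and caspases, keratinocyte differentiation, basal keratinocyte genes, stress keratins with antimicrobial proteins, monocyte and macrophage markers, lysosomal and lipid genes, cell cycle genes, cholesterol synthesis, markers of other skin cells, the T cell genes of Figure 5A and housekeeping genes. Each was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, which asks whether the genes of a list move in 1 direction on balance, all on 1 probe set per gene and with Benjamini-Hochberg over the lists. Camera called 17 lists in NHEK, 16 in THP-1 cells and 6 for the difference, of which 4, 11 and 3 were also called with the estimated correlation. Fry called 17, 21 and 14.

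The fits were tested on simulated data with the real means and spreads, in which 50 probe sets each were changed by 1.25-fold, 1.5-fold, 2-fold and 4-fold. Of each 50, the fit recovered 0, 27, 43 and 49 in NHEK, 2, 18, 38 and 49 in THP-1 cells, and 0, 17, 38 and 50 for the difference between them, with 5, 6 and 6 false calls among 54413 unchanged probe sets. With 3 arrays in each group, changes of 1.25-fold were thus nearly all missed. Camera called the shifted list in each simulation and no other, and fry called 1 other list in THP-1 cells. Means and spreads were what the simulated data took from the real ones. These list calls therefore do not show how often camera errs where genes of a list correlate, as the antiviral genes did in NHEK (estimated correlation 0.5). For the difference between the cell types, the cell types were also exchanged within each treatment on values centred per cell type, which leaves the response in place. In simulated data the real labels called 0 probe sets when 2000 responded equally in both cell types, and 1944 when they responded in NHEK alone, where the highest count among the other exchanges drawn was 0.

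As a check of RNA quality, the log2 signal of the 3′ control probe set of GAPDH minus that of the 5′ one was 0.265 ± 0.0271 with vehicle and 0.296 ± 0.0187 with IL-27 in NHEK, and 0.429 ± 0.0533 and 0.438 ± 0.0403 in THP-1 cells (SD over 3 arrays each). The same difference for ACTB was larger, at 2.08 ± 0.0971 and 2.04 ± 0.154 in NHEK and 2.12 ± 0.0882 and 2.13 ± 0.0788 in THP-1 cells. The alternatives tried were the replicate block, all arrays in 1 fit, an intensity trend, the methods' t-test, quantile normalization applied again, centring each array on its median, a floor at log2 3.73, a filter on dim probe sets, other ways to go from probe sets to genes, other thresholds, an estimated correlation for the lists and leaving out each array in turn.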

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

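Of the tests in this part, the exchange of the cell types, the one on single arrays for the cell cycle genes and the demand that the spread of the MHC members be counted were chosen after the results were seen. By the limma test of the difference itself, 2927 probe sets responded differently to IL-27 in NHEK and THP-1 cells, 1783 with the larger value in NHEK and 1144 with the larger value in THP-1 cells. Of 100 relabellings of treatment within the cell types, the real one included, 2 called as many. The highest other count, 6507, came from the relabelling that turns the direction of treatment in 1 cell type, the 18 that mix the labels of 1 cell type called at most 2143, and the 80 that mix those of both called at most 1. These relabellings take away the response itself, and so do not bear on whether it is equal. Of 100 exchanges of the cell types within each treatment, on values centred per cell type and the real labels included, 1 called as many (2927, highest other 1), which is a share under 0.05. Chance spread between these arrays, under equal responses in both cell types, is thus excluded as the source. The labels do not say that the replicates were separate cultures, so that a chance difference between cultures is not excluded. For the single cell types, 1 of 10 splits, the real one, called as many in NHEK (1932, highest other 0) and 1 of 10 in THP-1 cells (5214, highest other 0), and 10 splits are too few for a share under 0.05.

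Cell cycle genes, which the paper does not discuss, fell in THP-1 cells, with a median of -0.74 over 26 genes (camera, adjusted p = 7.5e-21, and adjusted p = 0.069 with an estimated correlation), and the median difference for NHEK minus THP-1 was 0.648 (camera, adjusted p = 3.7e-22, and adjusted p = 0.049 with an estimated correlation). A normalization that lowers genes of this brightness is argued against, since 10000 random lists matched on mean expression had a median of -0.025, between -0.21 and 0.156, and 0.0% of them lay as low. No single array carries the fall either, as the median stayed between -0.777 and -0.703 without each THP-1 array in turn. An effect of IL-27 itself and a difference in culture between the vehicle and IL-27 samples, for which the labels give no batch, both stay open and were not tested.

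MHC class I genes rose more in NHEK than in THP-1 cells, with a median difference of 0.623 (camera, adjusted p = 3.2e-15, and adjusted p = 0.0022 with an estimated correlation). The explanation may be signals near the top of the scale in THP-1 cells, and only 3 members lay below the 95th percentile of the arrays with IL-27 there, with a median difference of 0.644 and all 3 above 0, too few to decide. It may also be probes shared between near-identical HLA genes. Over the 15 members outside the HLA family the median difference was 0.266 (95% interval 0.109 to 0.743, 12 of 15 above 0), so that a larger rise in NHEK is also seen there, while the interval leaves open how much of the whole the shared probes make up. A difference between the cell types themselves stays open and is not told apart from these by the design.

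MHC class II genes rose more in THP-1 cells, with a median difference of -0.811 for NHEK minus THP-1 (camera, adjusted p = 5.9e-09, and adjusted p = 0.042 with an estimated correlation). Signals near the background in NHEK may lower the rise there. Over the 13 members whose IL-27 mean in NHEK lay above the median of the arrays, the median difference was -0.296. Its 95% interval, -2.812 to 0.089, includes 0, and 10 of 13 members lay below 0. This cannot decide the question, because the IL-27 level that picks the members depends on the rise itself. A choice of members by their vehicle level was not tested. Probes shared between HLA genes may add to the larger rise in THP-1 cells. Over the 4 members outside the HLA family the median was -0.183, with 3 below 0, too few to decide. Neither can be told apart from a difference between the cell types. For the background, the members were picked by their response and spread widely, and for the shared probes those left are few.

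The genes below differed between the cell types by the limma test of the difference with Benjamini-Hochberg, given as NHEK minus THP-1. CCL8 had a difference of -6.15 (SE 0.0992, adjusted p = 2.14e-11), rising by 0.50 in NHEK, a call lost by the methods' t-test (adjusted p = 0.0536). For ANKRD22 it was -5.83 (SE 0.248, adjusted p = 1.03e-07), with a change of 0.49 (adjusted p = 0.124) in NHEK that did not pass, while its other probe set there gave 0.48 and passed (adjusted p = 0.0426), as did the mean of both (0.0442) and the fit with an intensity trend (0.0152). P2RY14, a receptor for UDP-glucose, had -4.45 (SE 0.175, adjusted p = 5.83e-08), rising by 4.33 (adjusted p = 2.47e-06) in THP-1 cells from a vehicle mean of 3.01, below the floor of 3.73. TRIM22 rose by 1.39 in NHEK and had a difference of -4.16 (SE 0.231, adjusted p = 1.1e-06). In CXCL10 the difference was -3.91 (SE 0.191, adjusted p = 3.55e-07), but in NHEK its mean went from 9.55 with vehicle to 14.24 with IL-27, near the highest signals there of 14.46 to 14.50, so that a rise as large as that in THP-1 cells could not be seen there, and the size of the difference is limited by the scale. C1R, a protease of the complement system, had 3.36 (SE 0.150, adjusted p = 1.6e-07). ZNF114 had 2.76 (SE 0.188, adjusted p = 5.49e-06), rising by 2.35 (adjusted p = 3.92e-05) in NHEK. Of NNMT, nicotinamide N-methyltransferase, the difference was 2.63 (SE 0.282, adjusted p = 0.000157) on its brightest probe set, 2.22 on another, which passed as well, and 0.75 on the other (adjusted p = 0.134). ISG20 differed by 2.49 (SE 0.154, adjusted p = 2.49e-06). IL18BP differed by 2.41 (SE 0.193, adjusted p = 1.69e-05) on its brightest probe set, while the others gave 0.007 and 0.24 and did not pass.

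Genes lower with IL-27 are not in the paper's diagram, which holds increases. At the mirror image of its thresholds there were 197 in NHEK and 573 in THP-1 cells.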

How the results depend on the processing

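All alternatives in this part were planned, and none was chosen after a result was seen. Of 7486 values under an alternative, the counts and the changes of IL15 and IRF1 stayed on their side of the threshold or within 1.5 times in 214 cases and moved further in 44. Of the others, 6519 stayed, 391 kept their direction but no longer passed, 70 came to pass, 229 moved and 19 reversed. IL15 and IRF1 passed under every alternative run, IL15 lying between 2.42 and 2.62 in NHEK and 1.89 and 1.98 in THP-1 cells, and IRF1 between 4.31 and 4.35 and between 3.50 and 3.54, without each array in turn. Their lowest values over all alternatives were 1.51 and 1.39 for IL15 and 3.39 and 2.66 for IRF1. Unless a reason is given, the cause of a move was not tested.

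Without each array in turn, the probe sets higher with IL-27 numbered 786 to 1003 in NHEK and 1561 to 1786 in THP-1 cells, and the lower ones 312 to 460 and 1752 to 2325, with fewer arrays in each fit. The genes higher at the paper's thresholds numbered 415 to 477 and 586 to 598, those lower 189 to 243 and 563 to 611, those higher in both 201 to 213, and the probe sets that differ between the cell types 2179 to 2908.

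With the replicate number as a block, the probe sets lower in NHEK were 452, and those higher and lower in THP-1 cells 1452 and 1591, with fewer degrees of freedom. The numbers share only a name: the deviations of same-numbered vehicle and IL-27 arrays correlated at -0.0913, 0.0981 and 0.0757 in NHEK and -0.144, -0.197 and 0.0401 in THP-1 cells, and not every array correlated best with its own number. With all 12 arrays in 1 fit, 1263 were lower in NHEK. An intensity trend gave 2228 higher and 1764 lower in NHEK, 4758 lower in THP-1 cells and 4427 that differ between them. The methods' t-test gave 689 higher and 349 lower in NHEK. A filter on dim probe sets gave 1270 lower in NHEK. With 1 probe set per gene, so that fewer were tested, 728 were higher in NHEK and 1423 in THP-1 cells. The mean of a gene's probe sets gave 688 higher and 459 lower in NHEK, 1341 and 1787 in THP-1 cells and 1864 that differ, and 83 and 327 genes lower at the mirrored thresholds. The adjusted p together with 1.5-fold, a stricter threshold, gave 703 and 235 in NHEK, 899 and 809 in THP-1 cells and 1696 that differ. At 2-fold, 207 genes were higher and 22 lower in NHEK, 256 and 104 in THP-1 cells, and 111 higher in both.

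The reversals all came from another probe set of the gene, none of which passed. In NHEK these were CMAHP at 0.207, CSF1 at -0.041, NEFM at 0.095 and PDGFRA at -0.188 and -0.032. In THP-1 cells they were BCL2L11 at 0.022, 0.148 and 0.021, BUB1 at 0.017, CCNB2 at 0.005 and 0.187, IL1RN at -0.238, IL27RA at 0.029, MYBL1 at 0.08 and 0.078, PDGFRA at -0.107, PTPN2 at -0.005 and SLC44A5 at 0.042. The difference of CMAHP for NHEK minus THP-1 was 0.097 on 1 of them. The methods' t-test was not run for the difference or as a test of a whole list. The fit of all 12 arrays is itself the one that gives the difference. Signals below log2 3.73 lie near the background, which limits the size of a rise from there, as of CXCL11 in THP-1 cells and IL7 in both cell types. The floor also moved adjusted p-values of genes whose change it left as it was. IRF1 in NHEK stayed at 4.33, while its adjusted p from limma went from 9.09e-08 to 0.000146. A call lost with the floor at an unaltered change, as of TNF in THP-1 cells, therefore does not place a gene near the background.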

Other observations

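The genes called in opposite directions, the comparison with IL-7 and the probe sets of IL15 in this part were chosen after the results were seen. Ligands that act on T cells rose in part in both cell types. Of 18 T cell co-stimulatory and checkpoint ligands, 5 rose, none fell and 13 did not pass the test (8 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.00025; adjusted p = 0.068 with an estimated correlation) in NHEK, and 9 rose, 2 fell and 7 did not pass the test (10 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 5.1e-05; adjusted p = 0.034 with an estimated correlation) in THP-1 cells. TNFSF13B, which encodes the B cell factor BAFF, rose by 1.37 (adjusted p = 0.00786) in NHEK, a call lost by the methods' t-test and with the floor (adjusted p = 0.135 and 0.0827), and by 1.81 (adjusted p = 2.21e-05) in THP-1 cells. HLA-E rose by 1.63 (adjusted p = 6.35e-06) in NHEK and TNFSF10, which encodes the death ligand TRAIL, by 1.48 (adjusted p = 0.000475) there and 3.18 (adjusted p = 6.74e-07) in THP-1 cells. HLA-E also rose in THP-1 cells, by 0.64 (adjusted p = 0.000966). CD274, the checkpoint ligand PD-L1, rose by 1.03 (adjusted p = 0.000149) in NHEK and 4.49 (adjusted p = 3.87e-07) in THP-1 cells, with a difference of -3.46 (SE 0.110, adjusted p = 9.36e-09). The other probe set of CD274 gave 0.60 in NHEK and 1.34 in THP-1 cells, both passing. IDO1, an enzyme that breaks down tryptophan, rose by 3.45 (adjusted p = 1.47e-05) in THP-1 cells, where TNFSF4, the ligand of OX40, fell by 1.09 (adjusted p = 0.00101) and CD58 by 0.39 (adjusted p = 0.00769), all by limma with Benjamini-Hochberg. Of 18 complement genes, 5 rose, none fell and 13 did not pass the test (5 higher when adjusted over the list alone; camera, adjusted p = 0.00033; adjusted p = 0.059 with an estimated correlation) in NHEK, and 9 rose, none fell and 9 did not pass the test (9 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 8.5e-05; adjusted p = 0.034 with an estimated correlation) in THP-1 cells. C1R and C1S, proteases that start the classical pathway, rose by 3.54 (adjusted p = 9.96e-07) and 3.21 (adjusted p = 1.62e-06) in NHEK, and SERPING1, which inhibits them, by 3.59 (adjusted p = 8.76e-06) there and 2.89 (adjusted p = 0.000141) in THP-1 cells. C1S also rose in THP-1 cells, by 1.32 (adjusted p = 0.00405), a call lost by the methods' t-test (0.0503). Another probe set of C1S there gave 0.21, which did not pass. C1R did not pass in THP-1 cells, at 0.18 (adjusted p = 0.414). C1QB rose by 1.78 (adjusted p = 2.23e-05) in THP-1 cells, and CFB, a protease of the alternative pathway, by 1.66 (adjusted p = 0.000106) in NHEK and 1.48 (adjusted p = 0.000645) in THP-1 cells. Among 21 genes of the BCL2 family, death ligands and caspases, 9 rose, none fell and 12 did not pass the test (10 higher when adjusted over the list alone; camera, adjusted p = 1.9e-08; adjusted p = 0.072 with an estimated correlation) in NHEK, and 9 rose, 3 fell and 9 did not pass the test (12 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 3e-05; adjusted p = 0.034 with an estimated correlation) in THP-1 cells. The inflammatory caspase CASP4 rose by 1.22 (adjusted p = 6.43e-05) in NHEK, and CASP1 and CASP5 by 2.04 (adjusted p = 2.63e-06) and 1.69 (adjusted p = 3.45e-05) in THP-1 cells. CASP4 also rose in THP-1 cells, by 1.19 (adjusted p = 3.45e-05), and CASP1 in NHEK, by 1.11 (adjusted p = 0.000114). CASP5 did not pass in NHEK, at 0.16 (adjusted p = 0.583). BIK, PMAIP1 and BCL2L11, which promote cell death, fell by 0.58, 0.32 and 0.23 in THP-1 cells (adjusted p = 0.00172, 0.0435 and 0.0463). The call of BCL2L11 was lost without any 1 array (adjusted p from 0.0864 to 0.137), its other probe sets giving -0.23, -0.21, -0.11, 0.021, 0.022 and 0.15, which did not pass, and that of PMAIP1 without any 1 array other than vehicle replicate 1 (adjusted p from 0.0939 to 0.125), its other probe set giving -0.24, which did not pass. The methods' t-test and the floor lost that of PMAIP1 as well (adjusted p = 0.106 and 0.0707), and the fit of all 12 arrays and the mean of its probe sets that of BCL2L11 (0.0622 and 0.404). In NHEK PMAIP1 and BCL2L11 rose, by 0.70 (adjusted p = 0.000933) and 0.69 (adjusted p = 0.0035), the latter call being lost by the methods' t-test (0.0553). Other probe sets of PMAIP1 there gave 0.60, which passed, and those of BCL2L11 0.47 and 0.82, which passed, and 0.022, 0.10, 0.14 and 0.22, which did not pass. Their differences for NHEK minus THP-1 were 1.03 (SE 0.0989, adjusted p = 6.9e-05) and 0.92 (SE 0.0989, adjusted p = 0.000163) on their brightest probe sets, and are not given for the others.

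The signalling genes changed in part. Of 15 components of the IL-27 receptor and JAK-STAT pathway, 1 rose, none fell and 14 did not pass the test (2 higher when adjusted over the list alone; camera, adjusted p = 0.007; adjusted p = 0.072 with an estimated correlation) in NHEK, and 4 rose, 1 fell and 10 did not pass the test (5 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.22) in THP-1 cells. The kinase JAK2 rose by 1.14 (adjusted p = 0.000679) in NHEK and 1.46 (adjusted p = 6.49e-05) in THP-1 cells by limma with Benjamini-Hochberg, 1 of its other probe sets passing in both and 1 in neither. STAT3 was at 0.35 (adjusted p = 0.0604) in NHEK, and passed there with all 12 arrays in 1 fit (adjusted p = 0.00768), with an intensity trend (0.000592), with a filter on dim probe sets (0.0178), with 1 probe set per gene (0.0346), as the mean of its probe sets (0.0279) and on 1 other probe set (0.0346). In THP-1 cells STAT4 and STAT3 rose by 1.41 (adjusted p = 0.000236) and 0.88 (adjusted p = 0.000145), the difference of STAT3 for NHEK minus THP-1 being -0.53 (SE 0.0938, adjusted p = 0.00502) on its brightest probe set and -0.10 (adjusted p = 0.885) on another, which did not pass. In THP-1 cells IL27RA, the receptor chain specific to IL-27, fell by 0.84 (adjusted p = 0.000879) on its brightest probe set, while the others gave -0.37 and 0.03 and did not pass. Of 17 JAK-STAT feedback inhibitors, 2 rose, none fell and 15 did not pass the test (2 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.93) in NHEK, and 3 rose, none fell and 14 did not pass the test (3 higher when adjusted over the list alone; camera, adjusted p = 0.3) in THP-1 cells. SOCS1 rose by 0.72 (adjusted p = 0.00127) in NHEK and 0.94 (adjusted p = 0.0291) in THP-1 cells, where its call was lost without vehicle replicate 3 or any 1 IL-27 array (adjusted p from 0.0615 to 0.0885). Its other probe sets gave 0.065, 0.11 and 0.14, which did not pass, in NHEK, and in THP-1 cells 0.33, which passed, and 0.056 and 0.18, which did not pass. The mean of its probe sets lost its call in NHEK (adjusted p = 0.0603), and the methods' t-test and the floor that in THP-1 cells (0.143 and 0.101). USP18 rose by 0.51 (adjusted p = 0.0222) in NHEK, a call lost without any 1 array other than vehicle replicate 3 (adjusted p from 0.0506 to 0.0876), by the methods' t-test (0.121) and with the floor (0.0729), and PTPN6 by 0.53 (adjusted p = 0.00141) in THP-1 cells. The phosphatase PTPN2 rose by 0.63 (adjusted p = 0.000523) in THP-1 cells, its other probe sets giving 0.64 and 0.99, which passed, and -0.005, 0.053, 0.11 and 0.20, which did not pass. Of 17 STAT3-associated acute response genes, 2 rose, none fell and 15 did not pass the test (9 higher when adjusted over the list alone; camera, adjusted p = 5.3e-08; adjusted p = 0.068 with an estimated correlation) in NHEK, and 5 rose, none fell and 12 did not pass the test (9 higher when adjusted over the list alone; camera, adjusted p = 3.4e-05; adjusted p = 0.034 with an estimated correlation) in THP-1 cells. NNMT rose by 2.74 (adjusted p = 2.07e-06) in NHEK on its brightest probe set, the others giving 2.20, which passed, and 0.70, which did not pass, and PIM1 by 1.35 (adjusted p = 2.65e-05) and OSMR by 0.55 (adjusted p = 0.00715) in THP-1 cells. CEBPD rose by 0.34 (adjusted p = 0.0405) in NHEK and 0.56 (adjusted p = 0.000991) in THP-1 cells, the former call being lost without any 1 array (adjusted p from 0.0613 to 0.16), by the methods' t-test (0.0668) and with each array centred on its median (0.0527), and its other probe set gave 0.69 in NHEK and 1.01 in THP-1 cells, both passing. None of 13 genes of cholesterol synthesis passed limma in either cell type, nor did any when adjusted over the list alone (camera, adjusted p = 0.53 in NHEK and 0.84 in THP-1 cells). At an unadjusted p under 0.05, 2 of them were higher in NHEK and 1 was lower in THP-1 cells, and the methods' t-test called 0 and 1.

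By their brightest probe set, 306 genes were called higher in both cell types, and the genes called in opposite directions numbered 46, 28 of these higher in NHEK and lower in THP-1 cells and 18 the reverse. With the replicate block the 46 became 19, with an intensity trend 151 and with a filter on dim probe sets 97, and they were not counted again without each array. CCN2, a matrix protein that TGF-beta induces, fell by 0.50 (adjusted p = 0.00742) in NHEK and rose by 3.01 (adjusted p = 8.41e-07) in THP-1 cells by limma with Benjamini-Hochberg. PLA2G7, an enzyme that breaks down platelet-activating factor, rose by 0.58 (adjusted p = 0.00157) in THP-1 cells against a fall in NHEK. ERP27, a protein of the endoplasmic reticulum, rose by 1.57 (adjusted p = 3.43e-05) in NHEK and fell by 0.39 (adjusted p = 0.00946) in THP-1 cells. INPP1 rose by 1.60 (adjusted p = 1.33e-05) and fell by 0.34 (adjusted p = 0.0118), the latter call being lost without IL-27 replicate 2 (adjusted p = 0.0504). IL12A, a subunit of IL-12 and IL-35, rose by 1.13 (adjusted p = 0.0173) in NHEK against its fall in THP-1 cells, a call lost without vehicle replicate 3 and IL-27 replicates 2 and 3 (adjusted p = 0.0733, 0.0661 and 0.0653), by the methods' t-test (0.176) and with the floor (0.117). A2M fell by 0.94 (adjusted p = 0.0327) in NHEK, a call lost without any 1 array other than vehicle replicate 2 (adjusted p from 0.0718 to 0.12), by the methods' t-test (0.221) and with the floor (0.155), and rose by 1.15 (adjusted p = 0.000174) in THP-1 cells, where its other probe set gave 0.064, which did not pass. CMAHP fell by 0.44 (adjusted p = 0.0171) in NHEK, a call lost without vehicle replicates 2 and 3 and IL-27 replicates 2 and 3 (adjusted p from 0.0571 to 0.0769), by the methods' t-test (0.0674) and as the mean of its probe sets (0.197), with other probe sets at -0.27, -0.19 and 0.21, which did not pass. It rose by 2.56 (adjusted p = 2.61e-06) in THP-1 cells, where its other probe sets gave 0.92, which passed, and 0.11 and 0.37, which did not pass.

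Of the other genes that the paper names, JAK1 and IFNAR1, which it silences in NHEK, were at 0.07 (adjusted p = 0.716) and -0.09 (adjusted p = 0.639) in NHEK and -0.04 (adjusted p = 0.719) and -0.11 (adjusted p = 0.292) in THP-1 cells by limma with Benjamini-Hochberg. IL6ST, the gp130 chain of the IL-27 receptor, was at 0.17 (adjusted p = 0.296) and -0.06 (adjusted p = 0.61), and EBI3, a subunit of IL-27, at 0.19 (adjusted p = 0.778) and 0.39 (adjusted p = 0.101), the value of NHEK standing before that of THP-1 cells. In the same order, IL2RB, a receptor chain for IL-15, was at -0.08 (adjusted p = 0.833) and 0.11 (adjusted p = 0.542), BCL2 at 0.09 (adjusted p = 0.702) and -0.05 (adjusted p = 0.758), NOS2 at 0.02 (adjusted p = 0.958) and 0.05 (adjusted p = 0.886) and CD86 at -0.36 (adjusted p = 0.153) and 0.38 (adjusted p = 0.0686). None of these passed, but with an intensity trend IL6ST did in NHEK (0.0198) and EBI3 and CD86 did in THP-1 cells (0.0232 and 0.0188), as did the latter 2 with a filter on dim probe sets (0.0477 and 0.029). EBI3 also passed without IL-27 replicate 1 (0.02), and CD86 without IL-27 replicate 2 (0.0108), with quantile normalization applied again (0.0469) and with 1 probe set per gene (0.0435). IFNAR1 passed in THP-1 cells with the floor (0.0479), and BCL2 there on 1 other probe set, at -0.36. CD47, the ligand of SIRPA, rose by 0.67 (adjusted p = 0.00192) in NHEK, with other probe sets at 0.54, 0.60, 0.72, 0.85 and 0.86, which passed, and 0.44, which did not pass, and by 0.23 (adjusted p = 0.0462) in THP-1 cells, with a difference of 0.44 (SE 0.0848, adjusted p = 0.00908) on its brightest probe set. On 3 of its 6 other probe sets the difference did not pass, at 0.40 (adjusted p = 0.0813), 0.35 (adjusted p = 0.53) and 0.47 (adjusted p = 0.0886). Its call in THP-1 cells was lost without any 1 array (adjusted p from 0.0942 to 0.138), with quantile normalization applied again (0.0699), with each array centred on its median (0.0535) and as the mean of its probe sets (0.0623), 1 other probe set passing there, at 0.27. SIRPA, which encodes CD172a, was at -0.02 (adjusted p = 0.957) in NHEK and rose by 0.27 (adjusted p = 0.0394) in THP-1 cells, a call lost without any 1 array other than IL-27 replicate 1 (adjusted p from 0.089 to 0.132), with all 12 arrays in 1 fit (0.0599), by the methods' t-test (0.0556) and with quantile normalization (0.0642). Other probe sets of SIRPA in THP-1 cells gave 0.31, which passed, and 0.17, which did not pass. BCL2L1 was at 0.04 (adjusted p = 0.835) in NHEK and rose by 0.35 (adjusted p = 0.04) in THP-1 cells, a call lost without any 1 array (adjusted p from 0.0599 to 0.12), by the methods' t-test (0.11) and with the floor (0.0738). Its other probe sets in THP-1 cells gave 0.34, which passed, and 0.41 and 0.041, which did not pass.

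The paper states, for an experiment of its own, that IL-7 was not regulated through IL-27. On the arrays, the change of IL7 in THP-1 cells was 0.61 (adjusted p = 0.0991) and did not pass limma with Benjamini-Hochberg. It passed without IL-27 replicate 3 (adjusted p = 0.0196), with the replicate block and with an intensity trend. On every THP-1 array, with vehicle or IL-27, the IL7 signal lay below the floor of 3.73. These values therefore cannot decide whether IL7 responded in THP-1 cells. In NHEK every IL-27 array lay above the floor for IL7, at 4.49 to 5.40, and every vehicle array below it, at 2.98 to 3.14. The background therefore limits the size of the rise in NHEK, which was still 1.27 with the floor. The call there was lost with the floor (adjusted p = 0.0989 from limma) and by the methods' t-test (0.0729). The difference of IL15 between the cell types was 0.62 (SE 0.131, adjusted p = 0.016) for NHEK minus THP-1 on its brightest probe set and 0.12 on the other (adjusted p = 0.755), so that a larger rise of IL15 in NHEK rests on 1 probe set. IL27, which encodes a subunit of IL-27 itself, had values of -0.05 (adjusted p = 0.858) in NHEK and 0.05 (adjusted p = 0.717) in THP-1 cells, and neither passed.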
